# Acetylated KHSRP impairs DNA‐damage‐response‐related mRNA decay and facilitates prostate cancer tumorigenesis

**DOI:** 10.1002/1878-0261.13634

**Published:** 2024-03-19

**Authors:** Haihua Yuan, Renjie Cai, Biying Chen, Qian Wang, Mengting Wang, Junyi An, Weishu An, Ye Tao, Jianxiu Yu, Bin Jiang, Yanjie Zhang, Ming Xu

**Keywords:** Acetylation, DNA damage response, KHSRP, prostate cancer, tumorigenesis

## Abstract

Androgen‐regulated DNA damage response (DDR) is one of the essential mechanisms in prostate cancer (PCa), a hormone‐sensitive disease. The heterogeneous nuclear ribonucleoprotein K (hnRNPK)‐homology splicing regulatory protein known as far upstream element‐binding protein 2 (KHSRP) is an RNA‐binding protein that can attach to AU‐rich elements in the 3′ untranslated region (3′‐UTR) of messenger RNAs (mRNAs) to mediate mRNA decay and emerges as a critical regulator in the DDR to preserve genome integrity. Nevertheless, how KHSRP responds to androgen‐regulated DDR in PCa development remains unclear. This study found that androgen can significantly induce acetylation of KHSRP, which intrinsically drives tumor growth in xenografted mice. Moreover, enhanced KHSRP acetylation upon androgen stimuli impedes KHSRP‐regulated DDR gene expression, as seen by analyzing RNA sequencing (RNA‐seq) and Gene Set Enrichment Analysis (GSEA) datasets. Additionally, NAD‐dependent protein deacetylase sirtuin‐7 (SIRT7) is a promising deacetylase of KHSRP, and androgen stimuli impairs its interaction with KHSRP to sustain the increased KHSRP acetylation level in PCa. We first report the acetylation of KHSRP induced by androgen, which interrupts the KHSRP‐regulated mRNA decay of the DDR‐related genes to promote the tumorigenesis of PCa. This study provides insight into KHSRP biology and potential therapeutic strategies for PCa treatment, particularly that of castration‐resistant PCa.

**Abbreviations**
3′‐UTR: 3′‐untranslated region
ADT: androgen deprivation therapy
AR: androgen receptor
AREs: adenine uridine (AU)‐rich elements
ATM: Ataxia‐telangiectasia mutated kinase
BRCA: breast cancer susceptibility gene
DDR: DNA damage response
DHT: dihydrotestosterone
GSEA: Gene Set Enrichment Analysis
IHC: immunohistochemistry
KHSRP: hnRNP K homology (KH)‐type splicing regulatory protein
mRNAs: messenger RNAs
NAM: nicotinamide
PARP: poly(ADP‐ribose) polymerase
PCa: prostate cancer
PTMs: post‐translational modifications
RBPs: RNA‐binding proteins
RNA‐seq: RNA sequencing
SIRT7: sirtuin‐7
SRB: Sulforhodamine B
TL: terminal loop
TSA: trichostatin A

## 1 Introduction

Prostate cancer (PCa) is the second diagnosed malignant tumor in men and the sixth in mortality in all tumors. Finding more effective means to diagnose and treat PCa has been urgent and essential [1]. Androgen receptor (AR) plays a significant role in the growth and progression of PCa in all stages and is a crucial therapeutic target in clinical [2, 3]. About 80~90% of PCa remains sensitive to androgen at the initial diagnosis, and androgen deprivation therapy (ADT), which aims to reduce serum androgen and inhibit the function of androgen receptors, is currently administered as primary systemic standard treatment for regional or advanced PCa [4, 5]. In the early stage of therapy, ADT can often effectively inhibit the growth of PCa and delay the progression of the disease. However, with the duration of anti‐androgen therapy extending, the AR gradually obtains androgen‐independent activation, resulting in PCa from castration‐sensitive to castration‐resistant [6, 7, 8], making patients face an increased risk of metastasis and eventual death [9].

In castration‐resistant PCa, AR is continuously activated to drive tumor progression. It remains clinically valuable to dig therapeutic targets in the AR signaling pathway. Recently, a large subset of DDR gene transcripts in PCa has been reported and functions in enhancing the capacity of DNA damage repair and promoting radioresistance [10, 11], which opened up new horizons for castration‐resistant PCa treatment. For example, the FDA‐approved Olaparib, an inhibitor of pan‐Poly(ADP‐ribose) Polymerase (PARP) in the DDR pathway, has been clinically used for treating Breast Cancer Gene 1/2 (BRCA1/2)‐deficient PCa [12], making research significant on AR downstream signaling, particularly in the DDR pathway.

The KH‐type splicing regulatory protein, KHSRP, was reportedly targeted for phosphorylation by ATM in response to DNA damage, which is essential for pri‐miRNA processing [13, 14]. Being an AU‐RBP with a central region of four KH domains (KH1‐4), KHSRP comprises two main functions: miRNA maturation and mRNA decay [15]. In the miRNA processing progress, KHSRP is a critical component of either the Drosha complex that cleaves pri‐miRNAs into pre‐miRNAs featured with stem‐loop structure in the nuclear or the Dicer complex that processes pre‐miRNAs into mature miRNA duplexes in the cytoplasm through binding to the terminal loop of regulated miRNAs [16]. Within all the functional sequences in the 3′‐UTR of mRNA, AREs characterized by AUUUA pentamer in the AU context have been widely known for the mRNA decay function [17]. Once KHSRP is combined with the AREs of target mRNAs, the third and fourth KH domains of KHSRP quickly start to complex with mRNA decay enzymes, including the poly (A) RNase PARN, the exosome components, and the decapping enzyme DCP2, to realize its mRNA decay function [18, 19, 20]. Significantly, the KHSRP function can be influenced by various critical post‐translational modifications (PTMs) [13, 21, 22]. For instance, KHSRP phosphorylation mediated by MAPK/p38 affects the interaction between KHSRP and the AREs of target transcripts and inhibits its promotion of myogenic mRNA degradation [23]. While KHSRP SUMOylation can suppress PCa growth by preventing TL‐G‐Rich miRNA biogenesis [22]. Despite this, whether KHSRP‐regulated mRNA decay in response to androgen stimuli or AR activity in the PCa process is still in the puzzle.

Here, we report that KHSRP acetylation, a new post‐translational modification of KHSRP, is tightly associated with AR activity and DDR regulation, which serves tumor growth and malignancy by impairing DDR‐related mRNA decay in PCa. The biological relevancy between KHSRP acetylation and DDR was addressed further to understand the AR‐regulated DDR in this cancer disease.

## 2 Materials and methods

### 2.1 Cell culture and cell lines

Human embryonic kidney 293T (HEK‐293T, RRID: CVCL_0063), LNCaP (RRID: CVCL_0395), 22RV1 (RRID: CVCL_1045), and DU145 (RRID: CVCL_0105) cell lines were purchased from the Cell Bank of Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China). LNCaP and 22RV1 cell lines were cultured in Roswell Park Memorial Institute (RPMI) 1640 medium (Hyclone, Logan, UT, USA) with 10% fetal bovine serum (BioSun, Shanghai, China), 100 mg·mL^−1^ streptomycin, 100 U·mL^−1^ penicillin (Hyclone), and 1% GlutaMAX (Gibco, Grand Island, NY, USA). HEK‐293T and DU145 cell lines were cultured in high‐glucose Dulbecco's Modified Eagle Medium (DMEM) (Hyclone) with the abovementioned supplements. All cell lines were cultured at 37 °C in a 5% CO_2_ humidified incubator. Cells were authenticated by STR profiling and tested for mycoplasma contamination.

### 2.2 Antibodies and reagents

ACE‐lysine antibody (ab21623), anti‐KHSRP antibody (ab150393), anti‐SIRT7 antibody (ab259968), anti‐γH2AX antibody (ab81299), anti‐Ki67 antibody (ab15580), and anti‐Histone H3 (acetyl K18) antibody (ab40888) were purchased from Abcam (Cambridge, MA, USA). Antibodies against mouse M2 Flag‐tag antibody (F1804), dihydrotestosterone (A8380‐1G), and Actinomycin D(A9415) were purchased from Sigma‐Aldrich (St. Louis, MO, USA), Trichostatin A (TSA) (#S1045), Nicotinamide (NAM) (#S1899), and protease inhibitor cocktail (EDTA Free, 100× in DMSO), ARN‐509 (#S2840) were purchased from Selleck (Houston, TX, USA). Pierce™ Protein A/G magnetic beads were purchased from ThermoFisher Scientific (Waltham, MA, USA). HA‐Tag Rabbit (C29F4, #3724) was purchased from Cell Signaling Technology (Danvers, MA, USA). IgG fraction monoclonal mouse anti‐rabbit IgG (light chain‐specific) was purchased from Jackson ImmunoResearch (West Grove, PA, USA). Etoposide (HY‐13629) was purchased from MedChemExpress (Monmouth Junction, NJ, USA).

### 2.3 Plasmids, site‐directed mutagenesis, transfection, and lentivirus infection

The construction of HA‐KHSRP and Flag‐KHSRP plasmid has been described previously [22]. Mutations of KHSRP were generated using the KOD‐plus‐mutagenesis kit (TOYOBO, Osaka, Japan) and the Exnase II enzyme system (Vazyme, Nanjing, China) according to the manufacturer's instructions. Cell transfection was performed using Hiff‐Trans™ Liposomal Transfection Reagent (YEASEN, Shanghai, China). To silence the endogenous KHSRP in LNCaP cells and re‐applied HA‐tagged KHSRP in LNCaP cells, we used the homemade lentiviral vector pGreenPuro‐Dual for the recombinant constructs, which can silence endogenous genes and express exogenous genes with a single lentiviral infection as described previously [24]. All the primers are listed in Table S1.

### 2.4 Tissue microarray IHC

IHC was performed on the human PCa tissue microarrays obtained from Shanghai Outdo Biotech Co., Ltd (Shanghai, China). Samples were stained with an anti‐KHSRP antibody and homemade KHSRP‐acetyl‐K205 specific antibody overnight at 4 °C. Subsequently, the secondary antibodies conjugated with horseradish peroxidase were used for 1 h incubation at 37 °C. Finally, a total of 90 pairs of cancer and non‐cancer tissue samples were stained, imaged, and then scored by three independent pathologists. After removing incomplete or exfoliated samples, 69 pairs of samples were retained and included in statistics. IHC data are blindly analyzed and scored by three independent pathologists. Staining intensity: 0 = no staining, 1 = weak staining, 2 = moderate staining, 3 = strong staining; the frequency of positive cells: 0 = < 10%, 1 = 10–25%, 2 = 25–50%, 3 = 50–75%, 4 = > 75%. The final IHC score was summed with the staining intensity times the frequency of positive cells.

### 2.5 Nuclear/cytosol fractionation assay

The Nuclear/Cytosol fractionation kit (Beyotime Biotechnology, Shanghai, China) was used to extract nuclear and cytosolic fractions according to the protocol. Briefly, a total of 3 × 10^6^ cells were harvested for Nuclear/Cytosol fractionation and subjected to immunoprecipitation and western blotting assays with the indicated antibodies.

### 2.6 Immunoprecipitation

Cells were harvested and lysed with the RIPA lysis buffer (150 mm NaCl, 50 mm Tris–HCL, pH 7.4, 1% NP‐40, 0.01% SDS, and a complete protease inhibitor cocktail). Cell lysates were incubated at 4 °C overnight with Pierce Protein A/G mix magnetic beads and specific antibodies. After washing with the lysis buffer three times, the immunoprecipitants were boiled for SDS/PAGE resolving and immunoblotting.

### 2.7 Acetylation assays

HEK‐293T cells were transfected with HA‐tagged KHSRP and treated with 2 μm TSA for 16 h and 5 mm NAM for 2 h before harvesting. Cell lysates in RIPA lysis buffer (150 mm NaCl, 50 mm Tris–HCL, pH 7.4, 1% NP‐40, and a complete protease inhibitor cocktail) were incubated with magnetic beads and specific antibodies at 4 °C overnight, followed by immunoblotting to determine the acetylation level of KHSRP.

### 2.8 Cell proliferation assay

The SRB colorimetric assay was used to determine cell proliferation. Briefly, cells were seeded in quintuplicate into 96‐well plates (3000 cells per well). Cells were fixed with 100 μL 25% trichloroacetic acid (Sigma, T6399) at 4 °C for 1 h. After rinsing the plate with pure water and air drying, cells were stained with 100 μL of 0.05% SRB (S1402, Sigma‐Aldrich) in 1% acetic acid for 30 min. The plates were washed with 1% acetic acid to remove the unbound dye. The cells were dried before being added with 200 μL of 10 mm Tris base solution (pH 10.5) to solubilize the dye. Finally, the absorbance was measured at 510 nm to quantify the cell viability.

### 2.9 Animal xenograft

Twenty‐four 4‐week‐old male NOD‐SCID mice (NOD C.B7‐Prkdcscid/NcrCrl) were purchased from Weitong Lihua Laboratory Animal Technology (Beijing, China) and were kept in an isolated SPF (specific pathogen‐free) environment with temperature (25~26 °C), humidity (60~70%), ammonia concentration (less than 14 mg·m^−3^), light intensity (15~20 lux), noise (less than 60 dB), air change (10~15 times·h^−1^), and 12 h day‐night cycle. The mice were randomly divided into four required groups with similar weight, size, and healthy state, and at least five mice in each group were guaranteed after potential attritions. 100 μL of PBS containing 1 × 10^7^ indicated cells were mixed with an equal amount of Matrigel (Corning, 354248, Corning, NY, USA) for subcutaneous injection. Mice were sacrificed at 4 weeks post‐injection, and the tumor size and weight were measured to analyze and generate the curve chart. Mice that died or were injured due to biting were excluded from the statistical analysis; however, no mouse died or was injured in this animal trial. All animal operations including breeding, welfare, execution, and protocols, were conducted with the approval and guidance of the Ethical Animal Care and Use Committee of Shanghai Jiao Tong University School of Medicine Affiliated Shanghai Ninth People's Hospital (Document No. HKDL[2018]217).

### 2.10 RNA sequencing and data analysis

The total RNA was extracted using the VAHTS Universal V6 RNA seq Library Prep Kit (Vazyme, NR604‐02) for Illumina to construct the cDNA library. The complementary DNA library was sequenced using Illumina Nova seq6000 with 2 × 150 running circles. The unique original Fastq readings were mapped to the human transcriptome using the STAR procedure. The human transcriptome annotation file was retrieved and downloaded from the ensembl genome browser 111 (GRCh38.p14, Cambridge, Cambridgeshire, UK). The human genome was retrieved and downloaded from the ucsc Genome Browser (version hg38, Santa Cruz, CA, USA). Only genes with readings were analyzed using deseq2 to screen differentially expressed genes. The differential transcripts between the two groups were filtered for comparing the treated samples with the control samples according to the differential expression range satisfying |log_2_Fc| ≥ 0.2 and *P*‐value ≤ 0.05. The RNA‐seq raw data were deposited into the NCBI database (GEO number: GSE206486).

### 2.11 qRT‐PCR

Total RNA was extracted from the LNCaP stable cell lines using TRIzol (Invitrogen, Carlsbad, CA, USA). One microgram of total RNA was reverse‐transcribed using a PrimeScript™ RT reagent Kit with gDNA Eraser (Takara, Kusatsu, Shiga, Japan). RT‐qPCR was performed using SYBR Green (Takara). Primers are listed in Table S1. The gene expression levels of target genes were normalized to that of GAPDH.

### 2.12 Statistical analysis

Statistical analysis was performed using graphpad prism 8 (GraphPad Software, San Diego, CA, USA). Representative data are shown as the Mean ± SD from at least three independent experiments for SRB assay, 3D cell culture, animal xenograft, and qPCR. Paired or unpaired *t*‐test was used for the significance analysis. *P* < 0.05 was considered as statistically significant (*), < 0.01 very significant (**), or < 0.001 extremely significant (***). Statistical analysis Each presented cell experiment was set in duplicate or triplicate and performed at least three times for the power analysis.

## 3 Results

### 3.1 KHSRP can be acetylated mainly at the lysine 205

To detect whether KHSRP can be acetylated, Flag‐tagged KHSRP was transfected into the HEK‐293T cells. The acetylation of exogenous and endogenous KHSRP was analyzed and distinguishably observed by the immunoprecipitation assay (Fig. 1A,B). KHSRP acetylation was enhanced following the expression of a general acetylase p300 (Fig. 1C). Mass spectrometric analysis of the immunoprecipitated HA‐tagged KHSRP confirmed that nine lysine (K) residues in KHSRP were acetylated including K‐87, ‐109, ‐177, ‐205, ‐257, ‐266, ‐291, ‐354, and ‐628 (Fig. S1). Next, a series of point mutations of K to arginine (R) revealed that K205 significantly reduced the KHSRP acetylation level according to the immunoprecipitation assay (Fig. 1D). Moreover, HEK‐293T cells or LNCaP cells harboring HA‐KHSRP‐WT, ‐K205R, or ‐K205Q were extracted for immunoprecipitation, respectively. Western blotting analysis showed that either K205R or K205Q mutation contributed to noticeable reductions in KHSRP acetylation (Fig. 1E,F).

**Fig. 1:**
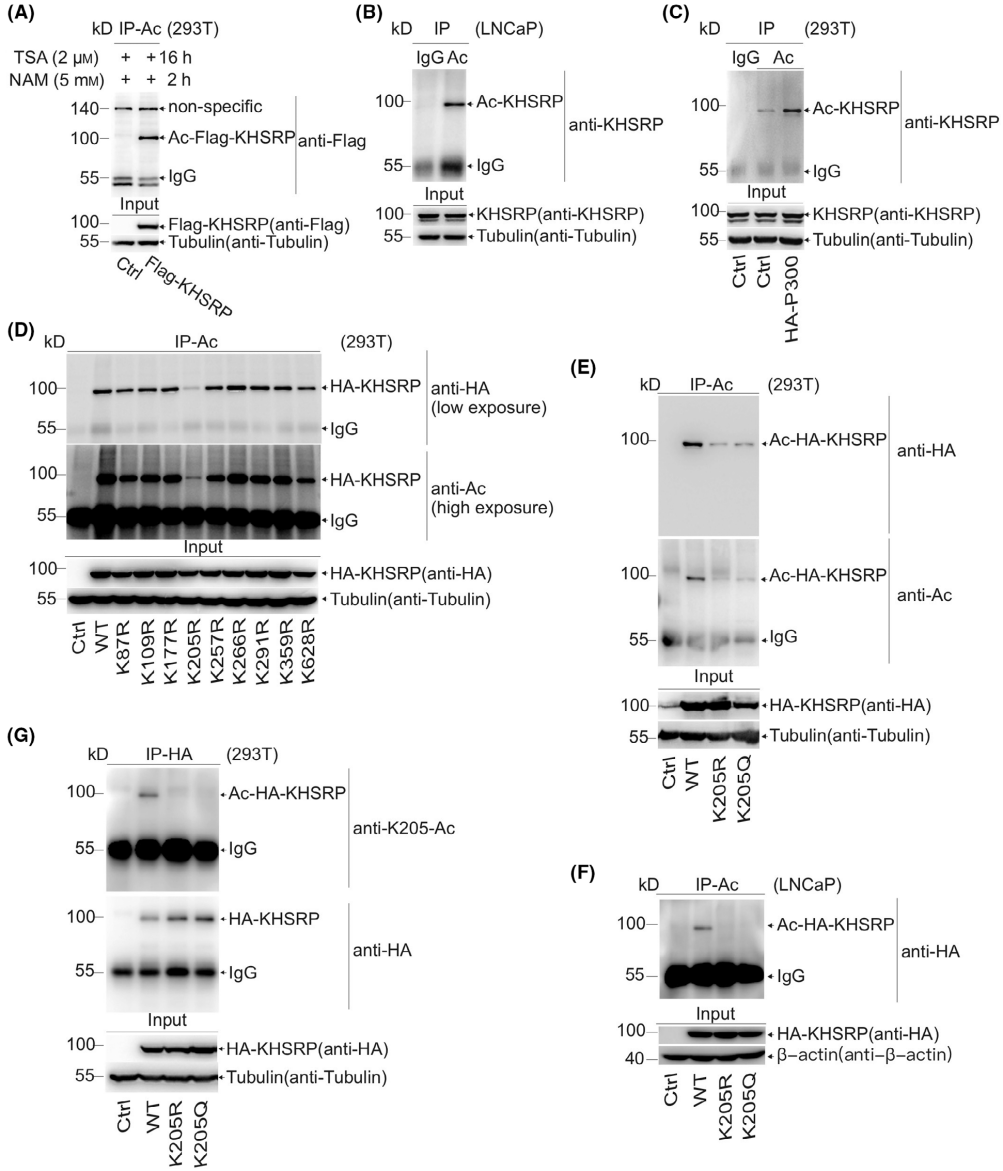
KHSRP can be acetylated mainly at K205. (A) HEK‐293T cells transfected with indicated plasmids were harvested after treating with 2 μm trichostatin (TSA) and 5 mm nicotinamide (NAM) for 2 and 16 h, and cell lysates in RIPA buffer were immunoprecipitated by the anti‐Acetylation (anti‐Ac) antibody. KHSRP acetylation level was analyzed by immunoblotting with indicated antibodies. (B) Lysates of LNCaP cells were immunoprecipitated with anti‐IgG or anti‐Ac antibodies, and KHSRP acetylation levels were analyzed by immunoblotting. (C) HEK‐293T cells transfected with indicated plasmids were lysed and immunoprecipitated with indicated antibodies. Endogenous KHSRP acetylation levels were determined by immunoblotting. (D) HEK‐293T cells were transfected with indicated plasmids and lysed for immunoprecipitation with the anti‐Ac antibody. The acetylation levels were detected by immunoblotting. (E–G) HA‐tagged KHSRP‐WT, ‐K205R, or ‐K205Q were transiently transfected into HEK‐293T cells (E, G), and HA‐KHSRP‐WT, K205R, or K205Q were re‐applied in KHSRP‐silenced LNCaP cells (F). The cell lysates in the RIPA buffer were immunoprecipitated with indicated antibodies. KHSRP acetylation levels were determined by anti‐Hemagglutinin (anti‐HA) (E, F), anti‐Acetylation (anti‐Ac) (E), or homemade anti‐K205‐Ac antibodies (G). All the experiments were replicated three times.

To further confirm the acetylation of KHSRP, we manufactured an antibody specifically against acetylated K205. A dot‐blot assay verified the specificity of the antibody, and we found that the KHSRP‐acetyl‐K205 antibody preferentially detected the acetylated but not the unmodified peptide (Fig. S2). Differential acetylation levels between ectopically expressed HA‐KHSRP‐WT and ‐K205R in HEK‐293T cells were also successfully detected by the KHSRP‐acetyl‐K205 antibody (Fig. 1G). Together, these results demonstrated that KHSRP is majorly acetylated at K205, and the KHSRP‐acetyl‐K205 antibody can be used in further analysis.

### 3.2 SIRT7 is a specific deacetylase of KHSRP

Since p300 can acetylate KHSRP, we wonder which deacetylase responds to removing the acetyl group in KHSRP. To identify the deacetylase of KHSRP, we treated HEK‐293T cells with the HDAC family inhibitor trichostatin A (TSA) or the Sirtuin family inhibitor NAM, respectively. We found that NAM but not TSA could enhance the KHSRP acetylation level (Fig. 2A,B), suggesting that Sirtuin family members are responsible for KHSRP deacetylation. To determine the subcellular distribution of acetylated KHSRP, we separated the LNCaP cell lysis into cytosolic and nucleoplasmic fractions, and further analysis indicated that KHSRP acetylation both occurs in the cytoplasm and nucleus (Fig. 2C). Considering that KHSRP expression in the cytoplasm is much lower than that in the nucleus, a higher proportion of KHSRP is acetylated in the cytoplasm and may perform essential functions. Flag‐SIRT2, ‐SIRT7, and ‐HDAC2 deacetylases, all found to exist in both the nucleus and cytoplasm, were logically transfected into HEK‐293T cells. The cell lysates were immunoprecipitated for immunoblotting analysis, and the result indicated that SIRT7 could significantly weaken the KHSRP acetylation level (Fig. 2D). Moreover, both Co‐IP and reciprocal Co‐IP assays revealed that KHSRP could interact with SIRT7 (Fig. 2E,F). The endogenous interaction between KHSRP and SIRT7 in LNCaP cells confirmed the same outcome (Fig. 2G). Additionally, silencing SIRT7 could significantly increase endogenous KHSRP acetylation level (Fig. 2H). Therefore, these results indicated that SIRT7 is responsible for the deacetylation of KHSRP.

**Fig. 2:**
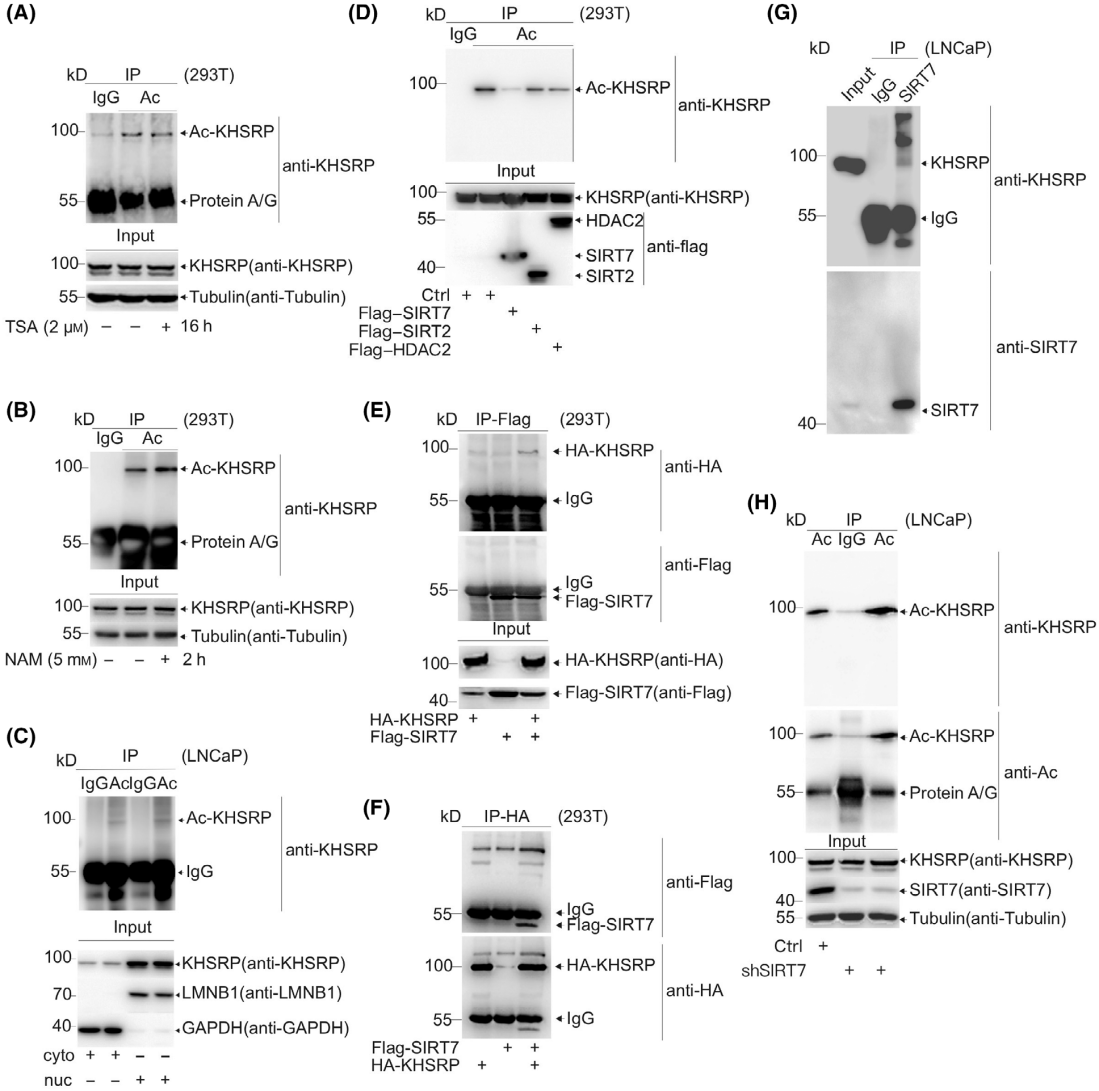
SIRT7 is the specific deacetylase of KHSRP. (A, B) HEK‐293T cells treated with trichostatin (TSA) for 2 h (A) or 5 mm nicotinamide (NAM) for 16 h (B) were harvested and lysed for immunoblotting to analyze the acetylation levels. (C) LNCaP cells were lysed and subjected to nuclear and cytoplasmic extraction, and then the acetylation of KHSRP was analyzed by immunoblotting. (D) Flag‐tagged HDAC2, SIRT2, or SIRT7 were transfected into HEK‐293T cells, respectively. The acetylation levels of KHSRP were analyzed by immunoprecipitation and immunoblotting. (E–G) The lysates from HEK‐293T co‐transfected with HA‐tagged KHSRP and Flag‐tagged SIRT7 (E, F) or LNCaP harboring Flag‐SIRT7 by lentiviral infection (G) were immunoprecipitated with indicated antibodies. The protein interactions were determined by immunoblotting. (H) The SIRT7 gene transcript was silenced through the lentiviral shRNA system in LNCaP, and the endogenous KHSRP acetylation level was determined by immunoprecipitation and immunoblotting with indicated antibodies. The presented results are representative of findings obtained from three independently replicates.

### 3.3 KHSRP acetylation intrinsically drives tumor growth in PCa

To observe the biological function of KHSRP acetylation in PCa, we generated a series of LNCaP stable cell lines using the homemade lentiviral system, as we previously reported [24]. The expression levels of silenced KHSRP, re‐applied HA‐tagged KHSRP‐WT, or KHSRP‐K205R were detected by immunoblotting with anti‐KHSRP or anti‐HA antibody (Fig. S3A). According to the SRB assay, the KHSRP‐silenced cell group exhibited significantly higher proliferation capabilities than the control group. However, re‐applied KHSRP‐WT diminished the growth advantage induced by KHSRP silencing. In contrast, the growth rate of cells harboring KHSRP‐K205R was even lower than that of cells with KHSRP‐WT (Fig. 3A). In 3D culture assay and the xenograft model, KHSRP acetylation also showed a similar biological role *in vivo* and *in vitro* (Fig. 3B,C). Meanwhile, the harvested tumors were subjected to IHC analysis with Ki67 antibody, and the result showed a higher intensity of Ki67 staining in PCa cells with KHSRP‐WT than in those with KHSRP‐K205R (Fig. 3D). In addition, we verified the effectiveness of the homemade KHSRP‐acetyl‐K205 antibody by comparing the staining intense between KHSRP‐silenced tumors and negative control tumors as well as the distinguished KHSRP acetylation level between KHSRP‐WT tumors and KHSRP‐K205R tumors (Fig. 3D). In contrast, the total KHSRP levels did not significantly change in the tumors with HA‐KHSRP‐WT or ‐K205R compared to negative control using the HA or KHSRP antibody (Fig. 3D). These data revealed that acetylated KHSRP in PCa cells mainly contributes to tumor growth.

**Fig. 3:**
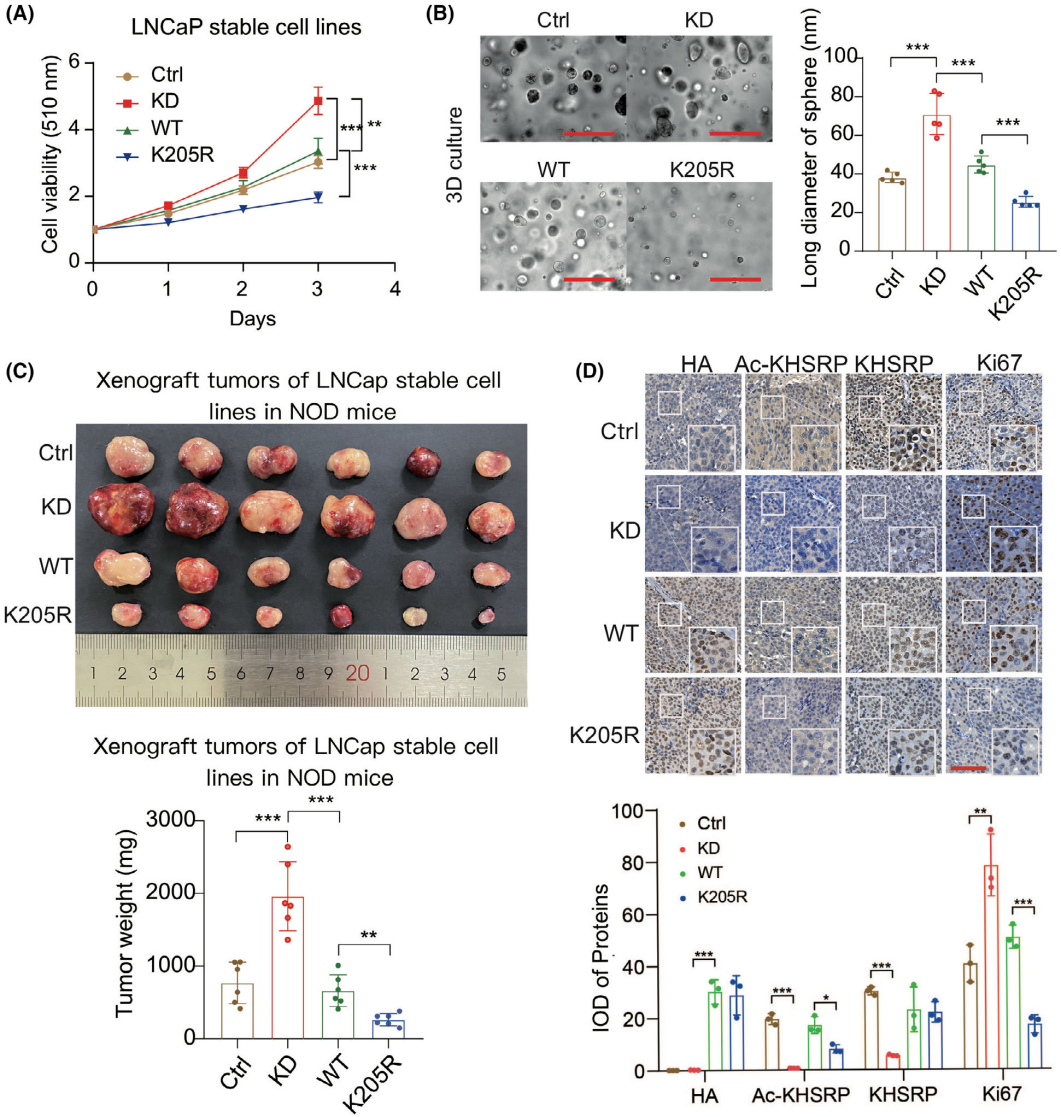
KHSRP acetylation intrinsically drives tumor growth in prostate cancer (PCa). (A) The KHSRP‐silenced and re‐introduced HA‐KHSRP‐WT or HA‐KHSRP‐K205R LNCaP cells were seeded into a 96‐well plate for cell proliferation assay. The empty lentivirus‐infected LNCaP cell was set as the negative control. The growth curve was generated by graphpad prism 8 software. The data are presented as mean ± SD with *t*‐test analysis from three independent experiments, **P < 0.01, ***P < 0.001. (B) The 3D‐culture assay was carried out to detect the growth ability of the indicated LNCaP cell lines. The photos were taken on day 7. Scale bars: 200 μm. The size of 3D cell clumps was measured and statistically columned. The data are presented as mean ± SD with *t*‐test analysis by graphpad prism 8 software from three independent experiments, ***P < 0.001. The scale bars are 200 μm. (C) The stable LNCaP cell lines characterized in (A) were coated with Matrigel and subcutaneously injected into the NOD‐SCID mice. At 4 weeks after injection, tumors from 24 mice were dissected and photographed. The numerical values on the ruler were in centimeters (upper panel). Tumor weight was measured and statistically calculated for the column. The weight of the tumors was presented in columns using graphpad prism 8 software. Data was presented as mean ± SD with *t*‐test analysis, **P < 0.01, ***P < 0.001 (lower panel). (D) Immunohistochemistry staining of xenograft tumors. Xenograft tumors were sliced and stained with antibodies against HA, KHSRP, Ac‐KHSRP, or Ki67. Scale bar = 100 μm (upper panel). Immunohistochemistry results of mouse xenograft tumors were analyzed using image j pro plus software (Bethesda, ML, USA) (lower panel). The staining intensity of three independent determinations is presented as the mean integrated optical density (IOD) values (Mean ± SD). The student *t*‐test was used to analyze the significance between groups (*P < 0.05, **P < 0.01, ***P < 0.001).

### 3.4 KHSRP acetylation is mainly related to the PCa tumor progress in the clinical

More intriguingly, the KHSRP mRNA expression was related to neither the clinical tumor stages of PCa nor the patient's overall survival (Fig. 4A,B). In addition, there was no difference in the expression of KHSRP between patients with low and high Gleason grade PCa (Fig. 4C). Since KHSRP acetylation significantly affects the tumor growth ability of prostate cancer cells, we tried to verify whether KHSRP acetylation is variated in PCa tissue samples. The immunohistochemistry analysis with KHSRP antibody or homemade KHSRP‐acetyl‐K205 antibody revealed that KHSRP acetylation in tissues with Gleason score ≥ 7 was higher than that in tissues with Gleason score < 7 (Fig. 4D), suggesting that acetylated KHSRP is related to the malignancy of PCa. To further exclude the variation of KHSRP acetylation level caused by the overall KHSRP expression, we screened the samples with a similar term of KHSRP (The difference of KHSRP intensity score between cancer and non‐cancer samples ≤ 1/3). The intensity score of KHSRP acetylation in these samples showed that KHSRP acetylation in cancer tissues is higher than that in non‐cancer tissues, indicating that KHSRP acetylation may promote the tumorigenesis of PCa (Fig. 4E,F). These results suggested that KHSRP acetylation might be critical in driving PCa growth and malignancy.

**Fig. 4:**
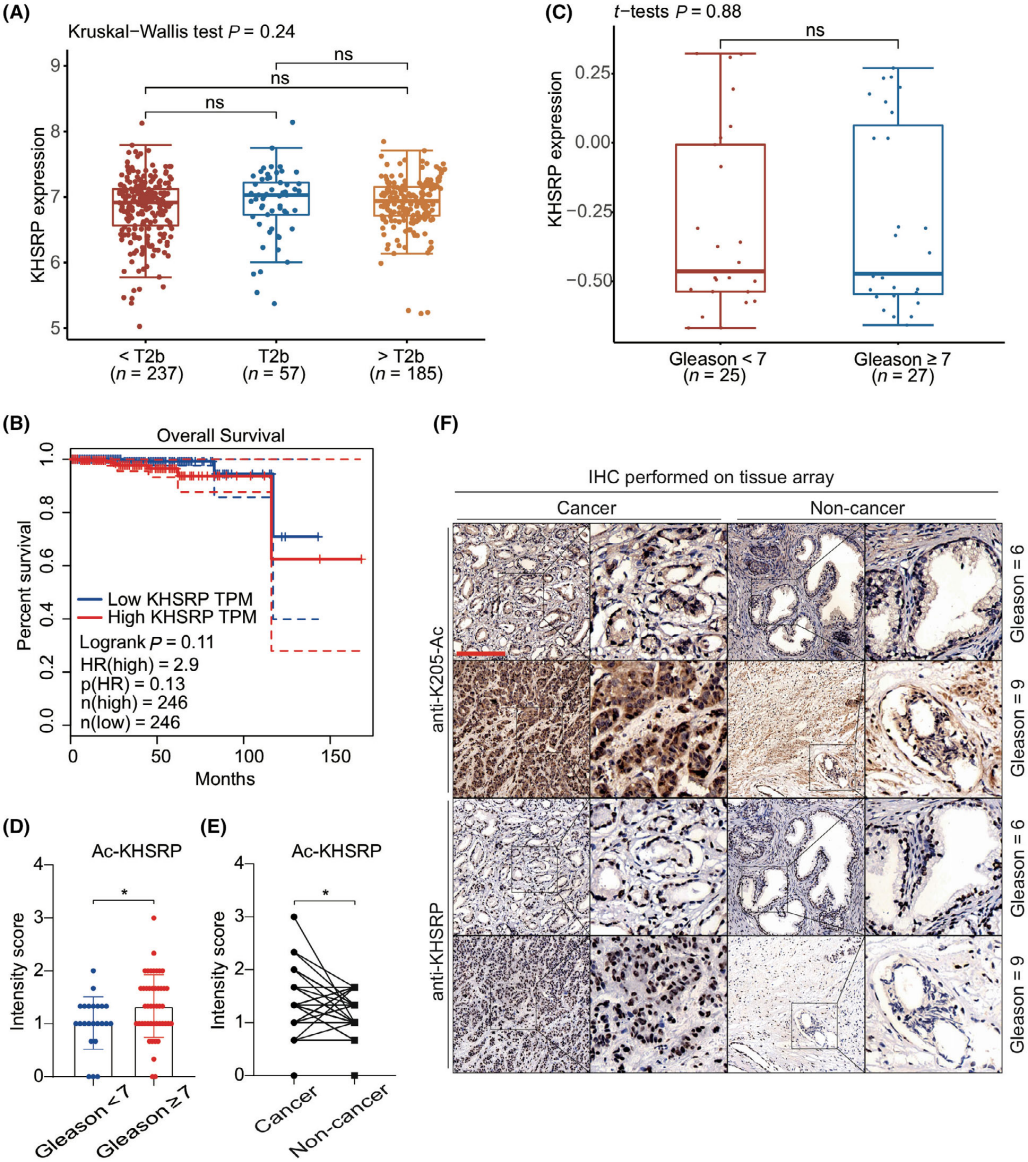
KHSRP acetylation is mainly related to the prostate cancer (PCa) tumor progress in the clinic. (A) A total of 479 PCa samples were adopted from the TCGA database, and KHSRP expression was analyzed among the different clinical tumor stages of PCa using the r package with the Kruskal–Walls test. (B) The overall survival curve was generated by GEPIA web tools (http://gepia.cancer‐pku.cn) containing the TCGA database. The hazard ratio was calculated based on the Cox PH Model. The 95% CI was settled as the dotted line. (C) The KHSRP mRNA transcript levels were compared between PCa patients with low Gleason grade (Gleason score < 7, *n* = 25) and those with high Gleason grade prostate cancer (Gleason score ≥ 7, *n* = 27). The data was from the GEO database (GSE32571). (D–F) Immunohistochemical staining of the prostate tissue array containing 69 pairs of tumor and adjacent tissues was conducted using the indicated antibodies. The intensity scores are presented as columns using graphpad prism 8 software. The data are presented as mean ± SD with *t*‐test analysis, *P < 0.05. The comparison of KHSRP acetylation intensity was conducted between high Gleason score groups (Gleason score ≥ 7, *n* = 23) and low score groups (Gleason score < 7, *n* = 46) (D). The KHSRP‐acetylation intensity between cancer and non‐cancer tissue was compared among 47 pairs of samples with a similar expression of KHSRP (KHSRP score difference between cancer and non‐cancer tissue ≤ 0.33). Data are presented in columns as mean ± SD with paired *t*‐test analysis, *P < 0.05. (E). The representative immunohistochemical images of samples with indicated Gleason score among 69 selected pairs of PCa tissues were presented in columns 1 and 3. Magnified areas were presented in columns 2 and 4. Scale bar: 200 μm (F).

### 3.5 KHSRP acetylation tightly responds to androgen stimuli or AR activity in PCa

Considering that AR plays a crucial role in PCa development and progression, we intended to identify whether the pro‐oncogenic effect of KHSRP acetylation is related to the AR signaling pathway. By treating androgen‐dependent LNCaP cells with different concentrations of dihydrotestosterone (DHT), an active form of androgen, we found that KHSRP acetylation could be significantly induced in a dose‐dependent manner (Fig. 5A). Importantly, 1 nm DHT was the median DHT level in the blood of PCa patients, and a high DHT concentration is related to worse PCa malignancy [25]. KHSRP acetylation could be induced upon androgen stimuli in the androgen‐dependent or independent cell lines LNCaP or DU145 but not 22RV1 cells (Fig. 5B), suggesting that the regulatory function of KHSRP acetylation in response to androgen stimuli is complex in different types of PCa cells. One possible reason is the sensitivity difference among variant or non‐variant AR upon androgen stimuli in those diverse cell lines [26]. Intriguingly, KHSRP acetylation was significantly suppressed in LNCaP cells treated with ARN‐509, the androgen receptor inhibitor (Fig. 5C). Moreover, the KHSRP acetylation induced by DHT can be reduced again under the additional ARN‐509 treatment in both LNCaP and DU145 cells (Fig. 5D,E), confirming that DHT‐induced alteration of KHSRP acetylation is tightly associated with AR regulation. It was worth noting that the higher KHSRP acetylation level was accompanied by the lower SIRT7 expression (Fig. 5B,F). To address how DHT affects KHSRP acetylation, we verified that neither the enzymatic activity nor the protein level of SIRT7 in LNCaP cells was impaired after DHT treatment on account of the unchanged acetylation level of histone protein H3K18, a specific substrate of SIRT7 [27] (Fig. 5F,G). However, the interaction between KHSRP and SIRT7 was attenuated upon the DHT stimulation (Fig. 5H and Fig. S3B) and recovered by additional ARN‐509 treatment (Fig. 5I). These results revealed that KHSRP acetylation is closely related to androgen stimulation and AR regulation by impairing the binding ability of SIRT7 to KHSRP.

**Fig. 5:**
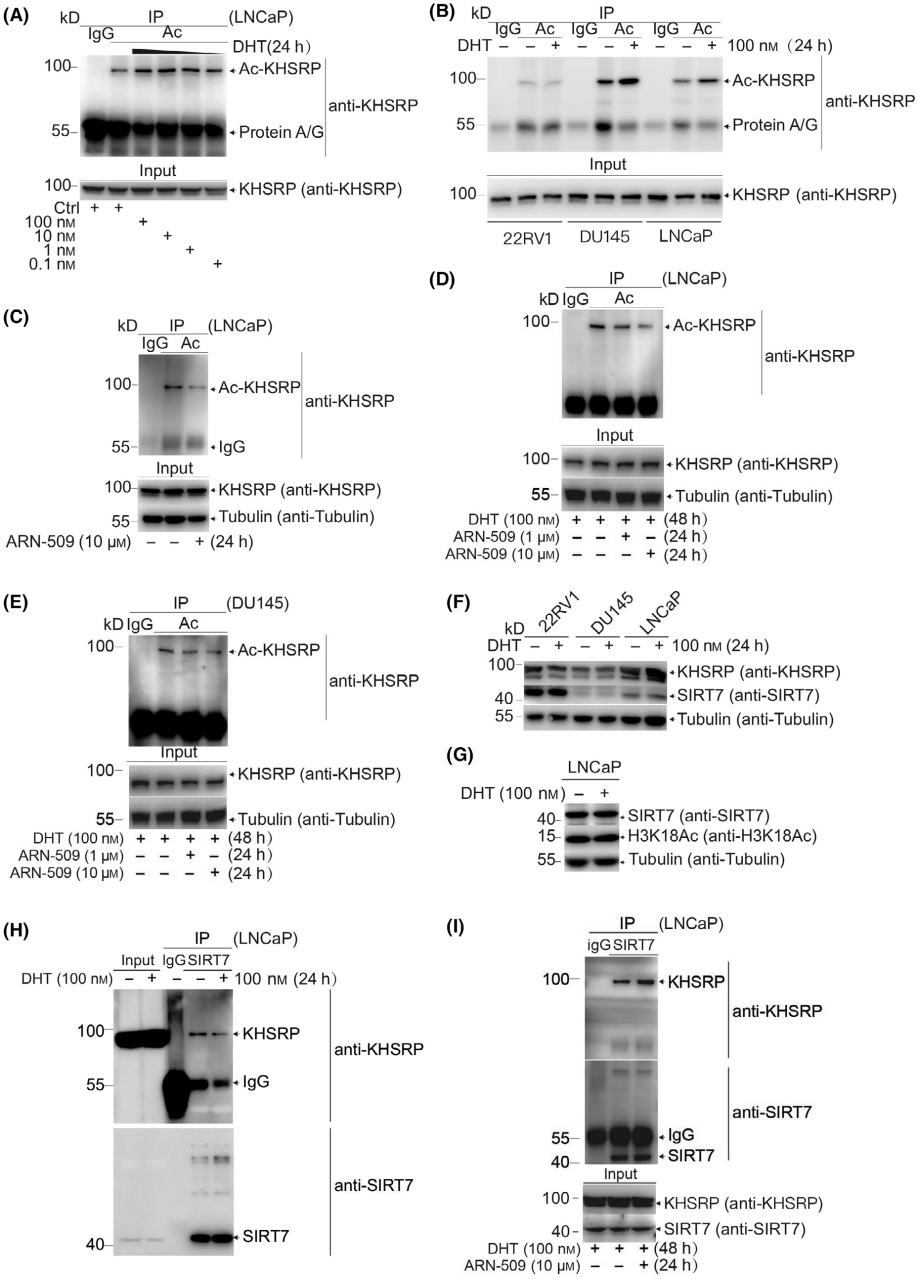
KHSRP acetylation tightly responds to androgen stimuli or androgen receptor (AR) activity in PCa. (A) LNCaP cells were treated with dihydrotestosterone (DHT) with indicated concentrations for 24 h, and then cell lysates were immunoprecipitated for the KHSRP acetylation assay. (B) 22RV1, DU145, and LNCaP cells were lysed after treatment with 100 nm DHT for 24 h, and cell lysates were immunoprecipitated for KHSRP acetylation detection. (C) LNCaP cells were treated with the AR inhibitor ARN‐509 (10 μm) for 24 h, and cell lysates were immunoprecipitated for KHSRP acetylation detection. (D, E) LNCaP or DU145 cells stimulated with 100 nm DHT for 24 h were treated with additional ARN‐509 for another 24 h. Cell lysates were subject to SDS/PAGE gel resolving and western blotting analysis after immunoprecipitation assay. (F) After 24 h of treatment with DHT (100 nm), SIRT7 expression was determined in lysates from 22RV1, LNCaP, or DU145 cells by western blotting. (G) After 24 h of treatment with DHT (100 nm), SIRT7 and H3K18Ac expression was determined in lysates LNCaP cells by western blotting. (H, I) LNCaP cells were treated with DMSO or 100 nm DHT for 24 h (H), or LNCaP cells treated with DHT were treated with additional ARN‐509 (I). After that treatment, cell lysates were immunoprecipitated with anti‐SIRT7 or normal rabbit IgG. The immunoprecipitates were resolved in SDS/PAGE and detected with indicated antibodies by western blotting. The representative result of three independent experimentals was displayed.

### 3.6 KHSRP acetylation is highly associated with DNA damage response

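Gene expression was measured by RNA sequencing in 4 stable lines of LNCaP, a human prostate cancer cell line that responds to androgen, with 3 libraries per line. The control line carried an empty lentivirus and the knockdown line a short hairpin RNA against the 3′-UTR of KHSRP, an RNA-binding protein that acts in mRNA decay and miRNA processing. In the KHSRP-WT and KHSRP-K205R lines, HA-tagged KHSRP was re-applied to the knockdown, either as the wild type or with the K205R substitution of the acetylated lysine. KHSRP mRNA was 193 ± 1.97 CPM (counts scaled by library size; mean ± SD, n = 3 libraries) in the control line and 89.5 ± 1.97 CPM in the knockdown line, a log2 fold change of −1.11 (standard error 0.0371, adjusted p = 3.84e-08 from edgeR's quasi-likelihood test). It was 320.5 ± 7.68 CPM in the KHSRP-WT line, a log2 fold change of 1.84 against the knockdown (standard error 0.0378, adjusted p = 2.01e-09 from edgeR), and 287 ± 13.2 CPM in the KHSRP-K205R line. The log2 fold change of KHSRP in K205R against WT was −0.16 (standard error 0.0365, adjusted p = 0.0998 from edgeR). DESeq2 gave it an adjusted p of 0.0266, the lowest of the range of 0.0266 to 0.292 over the alternatives. The hairpin's target, CTGAGGATAAAGCAATTCATT, lies on the minus strand of chromosome 19 of GRCh38 from 6413699 to 6413719. KHSRP (ENSG00000088247) spans 6413102 to 6424811 there, and the target falls in the 3′-UTR of 3 of its annotated transcripts and in the coding sequence of 0. The authors sequenced the libraries as paired reads of 150 bases, mapped them with STAR to hg38 with the Ensembl 111 annotation and deposited whole-number counts per gene. The submitters' processing notes also name StringTie, but the step that gave the counts and its strand setting are not given in the sources used here. Total counts per library ranged from 57430937 to 69013002 (median 64214385) in control and from 63092553 to 68422121 (median 65274711) in knockdown. They ranged from 58572164 to 64271281 (median 61871391) in KHSRP-WT and from 62277370 to 64581466 (median 63371198) in KHSRP-K205R. From these counts, 29628 genes that passed edgeR's filter on low counts were tested in a single model of the 12 libraries with TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes. The comparisons, tests, gene lists and alternatives were fixed before the data were examined, apart from those that the text says were chosen after the results were seen. No source used here says whether the 3 libraries of a line came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical.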

RNA‐seq was conducted in the stable LNCaP cell lines to determine the underlying mechanism of KHSRP acetylation in PCa tumorigenesis. Data analysis showed no valuable difference in miRNA biogenesis in cell lines between KHSRP‐WT and KHSRP‐K205R (Fig. S4). However, KEGG enrichment analysis of differentially expressed mRNA transcripts suggested that KHSRP acetylation‐associated genes were significantly enriched in clusters of Homologous recombination, Mismatch repair, Base excision repair, or Fanconi anemia (Fig. 6A). 

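Small RNA was counted in the same 4 lines, again with 3 libraries per line. The authors deposited whole-number counts in 786 rows under 544 miRNA names, and 242 names have a pair of rows with no label of the 5′ or 3′ arm, so a row is named here without its arm. The small RNA protocol, aligner and miRNA annotation are not given in the sources used here. The libraries held 8425060 to 14384427 counts (median 12416981) in control and 11857309 to 17765556 (median 12836921) in knockdown. They held 11724153 to 12941465 (median 12289912) in KHSRP-WT and 13564892 to 16399120 (median 13722211) in KHSRP-K205R. A single row, of miR-148a, held 70.2% of all counts, with 66.5% to 78.1% per library. The libraries taken here as KHSRP-K205R carry that line in their sample titles, while another field of their labels names KHSRP-WT. They were assigned by title because the study compares miRNA libraries of both lines. Of the rows, 357 passed edgeR's filter and were tested as for the mRNA counts.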

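KHSRP binds the terminal loop of some miRNA precursors, among them let-7, and aids their processing. Of 23 miRNAs listed as KHSRP-dependent, 31 rows were measured, and 0 were higher or lower in KHSRP-K205R than in KHSRP-WT at an adjusted p under 0.05 from edgeR (0 adjusted over the list alone). Their median log2 fold change was 0.0237, while the test pointed down (adjusted p = 0.862 from limma's camera). Of the pair of rows of let-7c, the one with more counts was 18530 ± 5820 CPM (SD, n = 3 libraries) in KHSRP-K205R and 15900 ± 383.5 CPM in KHSRP-WT (log2 fold change 0.22, standard error 0.184, adjusted p = 0.701 from edgeR, and −0.0765 without 1 of the KHSRP-K205R libraries). The other row was 137 ± 8.12 and 164 ± 2.36 CPM (log2 fold change −0.26, standard error 0.0921, adjusted p = 0.259 from edgeR). The row of miR-26b with more counts was 458 ± 39.2 CPM in KHSRP-K205R and 372 ± 23.6 CPM in KHSRP-WT (log2 fold change 0.30, standard error 0.102, adjusted p = 0.25 from edgeR). The androgen-regulated miRNAs (21 rows), p53-induced miRNAs (6 rows), the miR-17-92 clusters (17 rows) and the miR-200 family (9 rows) also had 0 rows past that adjusted p, and camera's adjusted p was 0.298 to 0.862 over these lists. Over all 357 rows, edgeR called 0 at an adjusted p under 0.05, with 43 at an unadjusted p under 0.05 and 0.0882 as the smallest adjusted p. DESeq2 called 2 higher, miR-1248 (log2 fold change 1.14, adjusted p = 0.00339) and miR-146b (0.52, adjusted p = 0.00434), and 1 lower, miR-582 (−0.53, adjusted p = 0.01). Without a filter on low counts, edgeR called 10 rows higher and 2 lower, including the rows that DESeq2 called. They were not only rows with few counts. Examples are miR-4791 (log2 fold change 1.07, adjusted p = 1.12e-12 from edgeR, 37901 counts over all libraries) and miR-361 (0.46, adjusted p = 0.0254 from edgeR, 78240 counts). For miR-1248 the adjusted p from edgeR was 1.83e-06 without the filter and 0.0882 with it. In KHSRP-WT against the knockdown, a row of miR-143 was 35 ± 24.5 and 20.6 ± 17.6 CPM. Its adjusted p from edgeR was 5.28e-05 without the filter and 0.724 with it. So a low adjusted p without the filter need not mean a difference beyond the spread. In simulated counts for this comparison, edgeR recovered 80% of rows with a log2 change of 1, and 10.3% of its calls were false. Smaller changes, of the size of those in let-7c and miR-26b, were not simulated. The paper reports no valuable difference in miRNA biogenesis between these lines.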

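KHSRP-K205R cells held lower levels of cell cycle mRNAs, and of some groups of DNA repair mRNAs, than KHSRP-WT cells. HMMR, a spindle protein, fell to 5.15 ± 0.427 CPM from 10.6 ± 0.512 CPM (SD, n = 3 libraries), a log2 fold change of −1.04 (standard error 0.147, adjusted p = 0.00878 from edgeR). The mitotic kinesin KIF18B had a log2 fold change of −0.92 and the condensin subunit NCAPG of −0.90. Among the genes with the largest increases, COL12A1, a collagen, was 19.6 ± 0.184 CPM in KHSRP-K205R and 10.6 ± 0.64 CPM in KHSRP-WT (log2 fold change 0.88, adjusted p = 0.000233 from edgeR), and RELN, the secreted protein reelin, was 69.7 ± 1.73 and 38.7 ± 1.23 CPM (log2 fold change 0.85, adjusted p = 1.53e-05 from edgeR). Of the 29628 genes tested, edgeR called 79 higher and 133 lower in KHSRP-K205R at an adjusted p under 0.05. DESeq2 called 239 and 321. With any 1 of the 6 libraries left out edgeR called 35 to 50 higher and 76 to 86 lower, and 22 and 83 in a model of these 6 libraries. At the study's thresholds, an unadjusted p of 0.05 or less and an absolute log2 fold change of 0.2 or more, 1051 genes were higher and 1094 lower.

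Of 37 genes of homologous recombination, 3 were lower and 0 higher (8 lower when adjusted over the list alone), with a median log2 fold change of −0.0793 and an adjusted p of 3.8e-06 from camera. They included BLM, a helicase that processes recombination intermediates (log2 fold change −0.71, standard error 0.0998, adjusted p = 0.00878 from edgeR), and BRIP1, a helicase that binds BRCA1 (−0.66, adjusted p = 0.034). BLM spans 90717346 to 90816166 on chromosome 15 of GRCh38. Of 51 genes of the Fanconi anemia pathway, 4 were lower and 0 higher (6 lower when adjusted over the list alone), among them FANCG (−0.38, standard error 0.0653, adjusted p = 0.0251 from edgeR). The median of that list was −0.0144 and its adjusted p from camera 0.00122. Of 22 genes of mismatch repair, 1 was lower, the exonuclease gene EXO1 (−0.91, standard error 0.125, adjusted p = 0.00757 from edgeR), and 0 were higher (3 lower when adjusted over the list alone). That list had a median of −0.0848 and an adjusted p of 0.000986 from camera. Of 32 genes of base excision repair, edgeR called 0 (4 lower and 1 higher when adjusted over the list alone), with a median of −0.0695 and an adjusted p of 0.00988 from camera. The lowest p there belonged to NEIL3, a DNA glycosylase (log2 fold change −1.09, standard error 0.224, adjusted p = 0.0617 from edgeR). With an estimated correlation the adjusted p was 0.00229 for homologous recombination, 0.0186 for mismatch repair, 0.041 for base excision repair and 0.0431 for Fanconi anemia. Without KHSRP-K205R replicate 1, the adjusted p of base excision repair was 0.0987. Leaving out any 1 of the 6 libraries ended the call of BRIP1 (adjusted p 0.097 to 0.134), and any except KHSRP-WT replicate 1 that of FANCG (highest 0.107), while EXO1 had 0.11 in a model of these 6 libraries and NEIL3 0.00124 from DESeq2.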

Intriguingly, all those clusters are the crucial components of the DNA damage response (DDR) pathway. Furtherly, we analyzed the differential gene datasets by GSEA and found that these genes were significantly enriched in the DNA repair and damage response‐related pathways (Fig. 6B). 

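Of the 28 gene lists, the one of the cell cycle had the lowest median in KHSRP-K205R against KHSRP-WT. Of 30 genes of cell cycle and proliferation, 13 were lower than in KHSRP-WT and 0 higher at an adjusted p under 0.05 from edgeR (25 lower when adjusted over the list alone), with a median log2 fold change of −0.59. They included CENPF, a kinetochore protein (log2 fold change −0.76, standard error 0.0581, adjusted p = 0.000311 from edgeR), the topoisomerase TOP2A (−0.81, adjusted p = 0.0011), the mitotic kinase PLK1 (−0.59, adjusted p = 0.000822) and the spindle factor TPX2 (−0.61, adjusted p = 0.000698). The list's adjusted p from camera was 1.32e-37, and 2.99e-05 with an estimated correlation. Of 35 genes of DNA replication, 1 was lower, the replicative helicase subunit MCM5 (−0.32, standard error 0.0394, adjusted p = 0.00432 from edgeR), and 0 were higher (6 lower when adjusted over the list alone). That list had a median of −0.13 and an adjusted p of 3.4e-07 from camera (0.00213 with an estimated correlation). Of 43 genes of nucleotide excision repair, 13 of non-homologous end joining and 30 of DNA damage signalling and p53 targets, edgeR called 0 in each at an adjusted p under 0.05. Adjusted over the list alone, 0, 1 and 2 genes were lower in the order of the lists, and camera's adjusted p was 0.0653, 0.73 and 0.11. The median of non-homologous end joining was 0.0205 while its mean and its test pointed down. Of 13 mitochondrially encoded mRNAs, 0 were called and all 13 lay above 0, with a median of 0.16 and an adjusted p of 6.22e-06 from camera, but an adjusted p of 0.27 with an estimated correlation. Of 40 cytosolic ribosomal protein mRNAs, 0 were called (4 higher when adjusted over the list alone), with a median of 0.0651 and an adjusted p of 0.00049 from camera, but 0.086 with an estimated correlation.

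**Figure D1:**
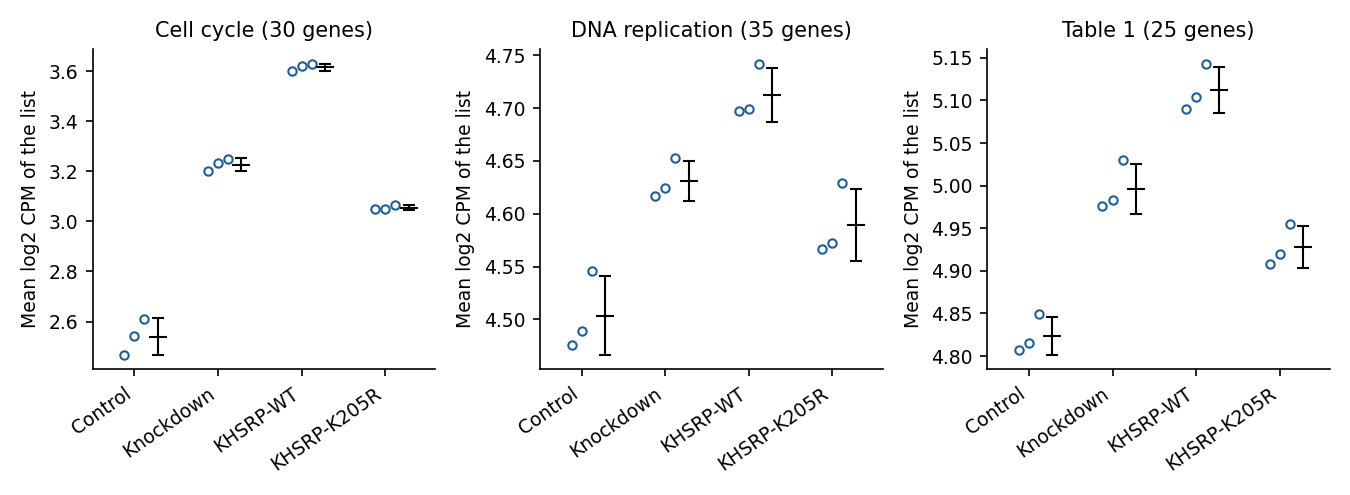
Mean log2 CPM over the genes of a list (vertical axis) in each library of the 4 lines (horizontal axis), for cell cycle and proliferation, DNA replication and the 25 genes of Table 1. Circles are libraries in order of value, and the bars beside them give mean ± SD (n = 3). The cell cycle list stood at 3.62 ± 0.0137 in KHSRP-WT and 3.05 ± 0.011 in KHSRP-K205R, and at 2.54 ± 0.0725 in control.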

Since AR has been reported to induce expression of DNA repair genes [28], and KHSRP acetylation is coincidentally related to AR response, we naturally hypothesize that AR‐regulated DNA damage response may account for KHSRP acetylation. 

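Of 30 androgen-regulated genes measured, 1 was higher in KHSRP-K205R, the metalloreductase gene STEAP2 (log2 fold change 0.21, standard error 0.0323, adjusted p = 0.014 from edgeR), and 0 were lower (1 higher and 1 lower when adjusted over the list alone). The adjusted p of STEAP2 reached 0.066 without KHSRP-K205R replicate 1 and also passed 0.05 without KHSRP-K205R replicate 3 or KHSRP-WT replicate 1 or 2. The list's adjusted p from camera was 0.418, and its median was −0.0183 while its mean was 0.0376. Table S2 gives 13 DDR genes a positive log2 fold change in KHSRP-K205R, and edgeR called 0 of them at an adjusted p under 0.05 (0 adjusted over the list alone, 0 by DESeq2, and 2 at an unadjusted p under 0.05, CCNH and RAD51C). In the deposited counts 6 of the 13 lay above 0 (6 to 8 over the alternatives), with a median of −0.000352 and an adjusted p of 0.724 from camera. CCNH, a subunit of the kinase that activates cyclin-dependent kinases, was 103 ± 3.39 CPM (SD, n = 3 libraries) in KHSRP-K205R and 89.5 ± 5.61 CPM in KHSRP-WT (log2 fold change 0.20, standard error 0.0566, adjusted p = 0.21 from edgeR). MSH6, a mismatch recognition protein, was 64.2 ± 2.61 and 45.9 ± 21.4 CPM (0.48, standard error 0.313, adjusted p = 0.669 from edgeR), so the spread between the KHSRP-WT libraries was larger than the difference. The recombination gene RAD51C was 12.6 ± 1.51 and 15.2 ± 0.214 CPM (−0.27, standard error 0.108, adjusted p = 0.421 from edgeR). The study chose these genes on the same samples, so their direction is not independent evidence.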

By aligning differentially expressed genes regulated by KHSRP acetylation with androgen‐induced DDR genes from the previous report [28], we surprisingly found a common list of 38 genes (Table S2).

**Fig. 6:**
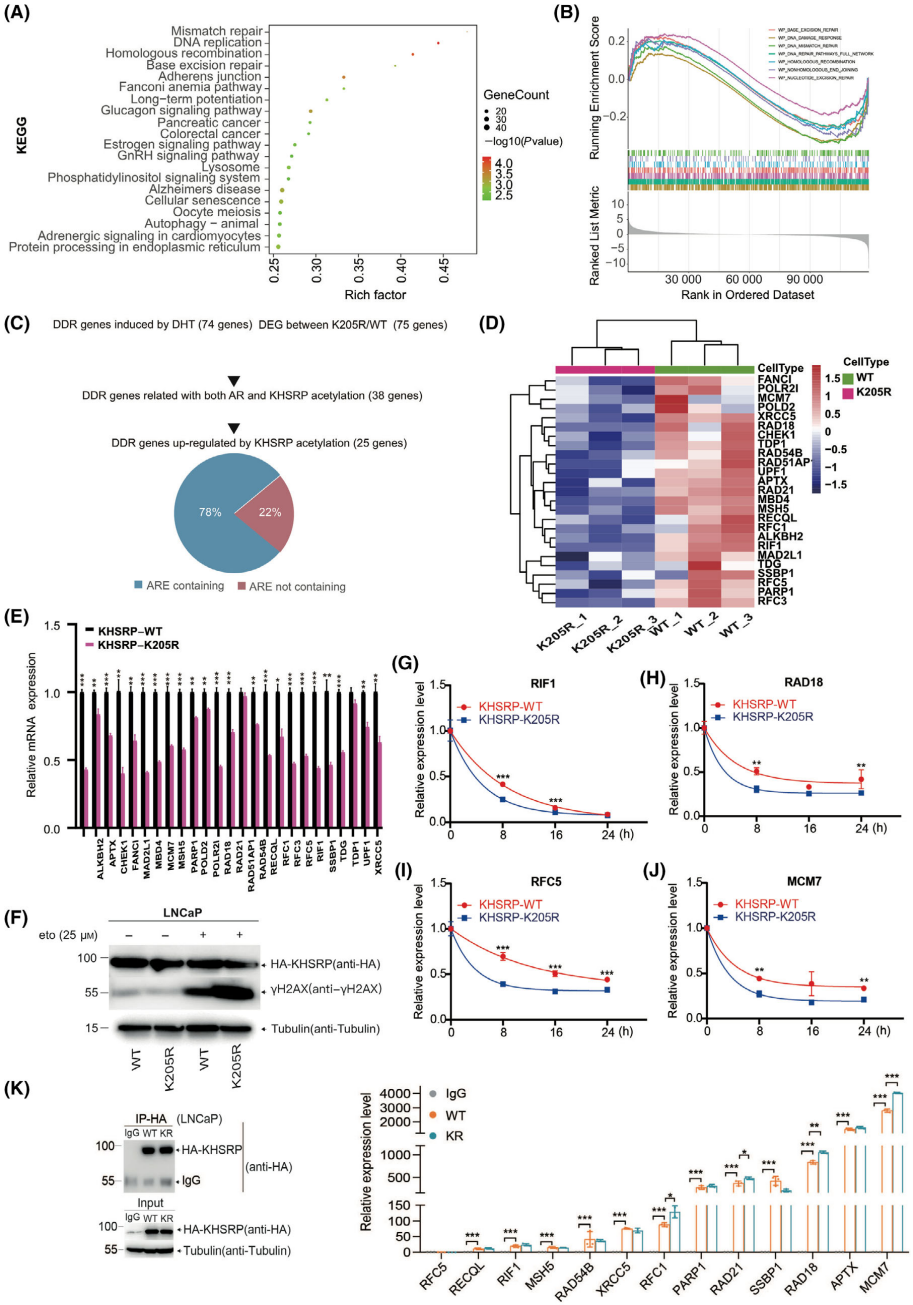
KHSRP acetylation is highly associated with DNA damage response (DDR). (A, B) Differentially expressed mRNAs between LNCaP stable cell lines harboring KHSRP‐WT or ‐K205R were enriched and analyzed based on a KEGG pathway analysis (A). The relationship between the differentially expressed mRNAs and DDR pathways was analyzed by GSEA analysis (B). (C) A total of 38 common genes were screened from the DDR genes induced by both androgen and KHSRP acetylation. Twenty‐five upregulated genes by KHSRP acetylation were further screened out. (D) The screened 25 DDR genes induced by both androgen and KHSRP acetylation were generated with the heatmap. (E) The mRNA expression of the 25 selected DDR genes was assessed using the method of qRT‐PCR. The data are presented as mean ± SD with *t*‐test analysis from three independent experiments, *P < 0.01, **P < 0.01, ***P < 0.001. (F) γ‐H2AX expression was determined in LNCaP cell lines harboring HA‐KHSRP‐WT and K205R upon treatment with etoposide (25 μm) for 24 h by immunoblotting assay with indicated antibodies. The result was representative of three independent replicates. (G–J) LNCaP cells were treated with Actinomycin D (5 μg·mL^−1^) for 2 h before time 0. Subsequently, LNCaP‐KHSRP‐WT/KR cells treated with Actinomycin D for an additional 0, 8, 16, and 24 h were collected for the qRT‐PCR analysis. The expression level of each gene at each time point was presented as a remaining percentage compared with time 0. Data was plotted using graphpad prism by one‐phase decay mode of non‐linear regression (curve fitting). The data are presented as mean ± SD with *t*‐test analysis from three independent experiments, **P < 0.01, ***P < 0.001. (K) LNCaP stable cell lines were lysed with lysis buffer (150 mm KCl, 25 mm pH 7.4 Tris–HCl, 5 mm pH 8.0 EDTA, 0.5% NP‐40, 0.5 mm DTT, 100 U·mL^−1^ RNase inhibitor, and 1% protease inhibitor) and incubated with HA antibody‐conjugated magnetic beads overnight at 4 °C. After five times washing, one‐tenth of the beads were used for western blot to detect KHSRP protein pull‐down efficiency (left panel), and the rest of the beads were used for the qRT‐PCR detection of DDR gene expression associated with HA‐KHSRP protein binding (right panel). The data are presented as mean ± SD, and the statistical analysis was conducted using *t*‐test across three independent experiments, *P < 0.05, **P < 0.01, ***P < 0.001.

Moreover, a total of 25 downregulated genes due to the deacetylation in cells were further screened and validated by qRT‐PCR (Fig. 6C–E). 

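Of the 25 DDR genes of Table 1, 24 had a log2 fold change below 0 in KHSRP-K205R against KHSRP-WT (23 to 25 over the alternatives), and RIF1 did not. RAD51AP1, a factor of homologous recombination, was 2.75 ± 0.337 CPM in KHSRP-K205R and 4.06 ± 0.357 CPM in KHSRP-WT (SD, n = 3 libraries), a log2 fold change of −0.56 (standard error 0.127, adjusted p = 0.0998 from edgeR). RFC3, a subunit of the clamp loader of replication, was 10.9 ± 0.181 and 13.7 ± 0.914 CPM (−0.32, standard error 0.079, adjusted p = 0.127 from edgeR), and the spindle checkpoint gene MAD2L1 was 6.98 ± 0.952 and 9.05 ± 0.312 CPM (−0.37, standard error 0.114, adjusted p = 0.246). RIF1, which acts in the choice of break repair pathway, was 129 ± 2.04 and 129 ± 1.65 CPM (log2 fold change 0.00295, standard error 0.035, adjusted p = 0.989 from edgeR), and its sign turned without KHSRP-K205R replicate 1 or 2 or KHSRP-WT replicate 1 or 3 (lowest −0.00387). At an adjusted p under 0.05 edgeR called 0 of the 25 genes, with 11 at an unadjusted p of 0.05 or less, and 10 were lower when adjusted over the list alone. DESeq2 called 5, which were PARP1, CHEK1, RAD54B, RAD51AP1 (adjusted p = 0.0104) and RFC3 (adjusted p = 0.0172). At the study's thresholds 7 were lower, and 6 to 8 with a library left out. As a list the 25 genes had a median log2 fold change of −0.11 and an adjusted p of 1.42e-07 from camera (0.00213 with an estimated correlation). In 12 genes every KHSRP-K205R library lay below every KHSRP-WT library, while libraries did not overlap, in either direction, in 17.1% of all tested genes (5065 of 29628), where chance alone gives 10%. The study chose the 25 genes on the same samples, so the direction of the list is not independent evidence. The paper reasons from the genes shared by its differential set and the androgen-induced DDR genes, takes those with a lower level in KHSRP-K205R as regulated by the deacetylation of KHSRP, and goes on to measure them by qRT-PCR.

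**Figure D2:**
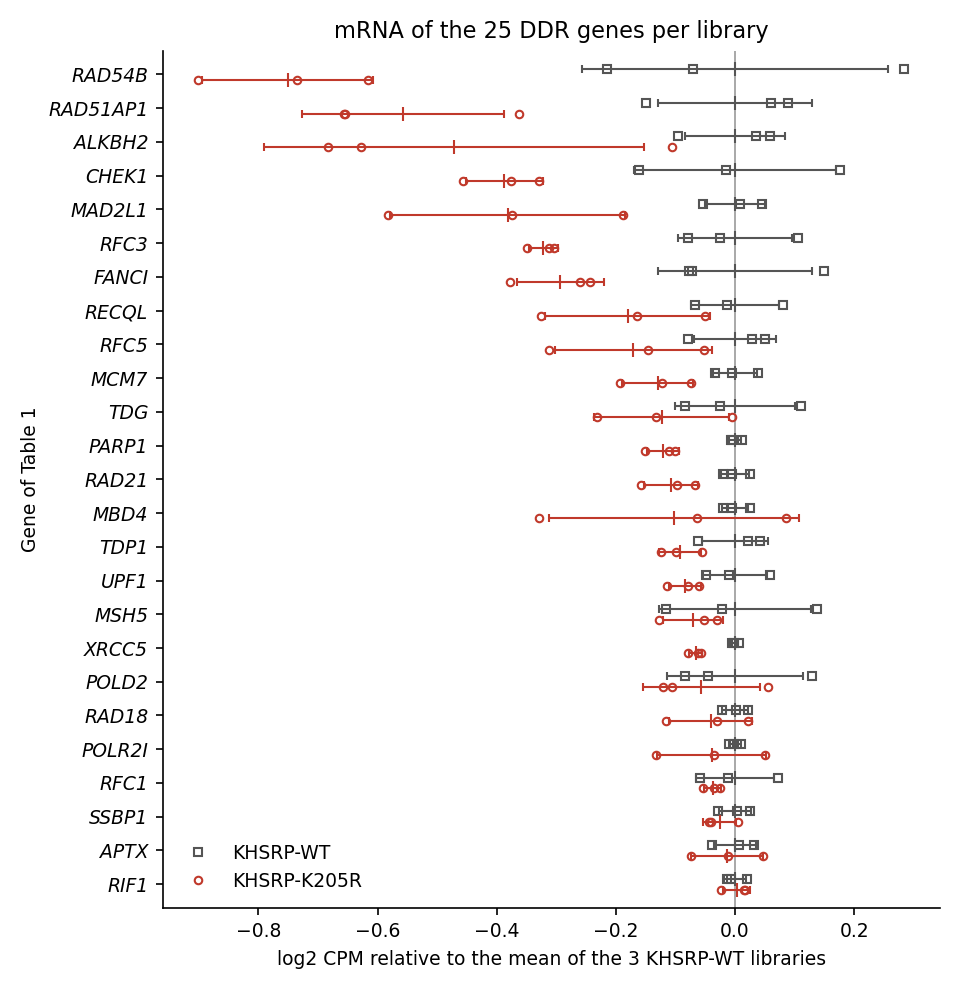
Log2 CPM of the 25 genes of Table 1 (vertical axis) per library, relative to the mean of the 3 KHSRP-WT libraries (horizontal axis). Grey squares are KHSRP-WT and red circles KHSRP-K205R libraries, with mean ± SD as ticks and bars. The KHSRP-K205R mean lay left of the KHSRP-WT mean in 24 genes, with RIF1 at the bottom as the exception.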

Intriguingly, 78% of these 25 genes contain ARE elements in the 3′‐UTR of their mRNAs (Fig. 6C and Table 1). 

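AREs are AU-rich stretches with the core ATTTA, to which KHSRP binds to promote mRNA decay. Table 1 prints an ARE of 15 bases for 18 of the 25 genes, and each of the 18 was found in GRCh38 within an annotated 3′-UTR of its gene. That of PARP1, ATACTATTTAGATTT, lies on chromosome 1 from 226360994 to 226361008, and that of CHEK1, TTCCAATTTATTTTG, on chromosome 11 from 125655460 to 125655474. The ARE of FANCI, TTCTGATTTACTTGT, lies on chromosome 15 from 89317034 to 89317048, that of RAD21, GTTTAATTTAAAACT, on chromosome 8 from 116847105 to 116847119, and that of RAD54B, AAGCTATTTATGGCA, on chromosome 8 from 94431544 to 94431558. In the longest annotated 3′-UTR, ATTTA occurred at least 1 time in 19 of the 25 genes (76%). The same held for 10815 of the 14958 other tested genes with an annotated 3′-UTR (72.3%), and the shares did not differ beyond chance (two-sided Fisher's exact test, p = 0.825). RIF1 had 26 ATTTA in a 3′-UTR of 7101 bases and MAD2L1 had 13 in 4495 bases. The longer element TATTTAT occurred in 7 of the 25 genes (28%).

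Among the 18 genes with AREs, edgeR called 0 at an adjusted p under 0.05 and 8 were lower when adjusted over the list alone, with a median log2 fold change of −0.11 in KHSRP-K205R against KHSRP-WT (adjusted p = 3.04e-07 from camera, 0.00229 with an estimated correlation). Among the 7 genes without, edgeR called 0 and 2 were lower when adjusted over the list alone, with a median of −0.0734 (adjusted p = 0.0391 from camera, 0.131 with an estimated correlation). The difference between both sets was not tested, and the study chose both on the same samples. Of 23 other AU-rich mRNAs measured, 1 was lower, the early response gene EGR1 (log2 fold change −0.44, standard error 0.0403, adjusted p = 0.000822 from edgeR), and 0 were higher (3 lower when adjusted over the list alone), with an adjusted p of 0.114 from camera. Over 14983 genes with a 3′-UTR, the median log2 fold change was 0.000621 with ATTTA (10834 genes) and −0.0272 without (4149 genes). Within deciles of 3′-UTR length the difference was 0.0142 (two-sided permutation test with 100000 resamples, p = 7e-05), towards higher levels in KHSRP-K205R of genes with ATTTA. This comparison is across genes, which are not independent replicates.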

To verify further, we found that the LNCaP cells with KHSRP‐K205R presented a higher expression of the specific DNA damage marker γ‐H2AX than those with KHSRP‐WT upon etoposide treatment (Fig. 6F). The qRT‐PCR analysis proved the most mRNA of DDR genes degraded faster in LNCaP‐K205R cells than that in LNCaP‐WT cells (Fig. 6G–J and Fig. S5A–L). To trace the binding ability of KHSRP to mRNAs, the RIP assay revealed that KHSRP significantly binds to the target mRNAs by qRT‐PCR detection after immunoprecipitation, particularly the KHSRP‐K205R even which promotes the mRNA decay in PCa cells (Fig. 6K). These demonstrated that KHSRP acetylation functions as a downstream regulator of AR and is highly associated with DNA damage response through impeding KHSRP‐regulated mRNA decay.

**Table 1:** The mRNA level of DDR genes and ARE consensus analysis.

Gene symbol	log2Fold change	*P*‐value	ARE	
			Num.	Consensus (red label)
ALKBH2	−1.034692048	0.0001392860	Null	/
APTX	−0.784623032	0.0344756510	2	CACAA **ATTTA** TTCTA
CHEK1	−0.687565841	0.0057937680	1	TTCCA **ATTTA** TTTTG
FANCI	−1.561488453	0.0002959490	2	TTCTG **ATTTA** CTTGT
MAD2L1	−0.381103256	0.0349528570	11	CATGA **ATTTA** TTGCA
MBD4	−2.105604939	0.0000000003	1	TATAT **ATTTA** AAAAA
MCM7	−2.771812223	0.0200371610	Null	/
MSH5	−2.113645974	0.0000001980	Null	/
PARP1	−0.25392718	0.0248666080	1	ATACT **ATTTA** GATTT
POLD2	−0.825922184	0.0420094630	Null	/
POLR2I	−0.310788894	0.0488854300	Null	/
RAD18	−2.433783266	0.0144478800	8	AAGAA **ATTTA** TGATT
RAD21	−0.20923922	0.0000111000	4	GTTTA **ATTTA** AAACT
RAD51AP1	−3.245648393	0.0467419350	4	TTTAT **ATTTA** CATTG
RAD54B	−1.693269106	0.0004121380	5	AAGCT **ATTTA** TGGCA
RECQL	−0.242384411	0.0198644550	2	AACAT **ATTTA** TGTTT
RFC1	−1.08034092	0.0463407140	5	CTGGA **ATTTA** GATGT
RFC3	−0.352778699	0.0000539000	7	AGGAG **ATTTA** CACAT
RFC5	−0.888966593	0.0069535500	7	CAGGC **ATTTA** AAAAG
RIF1	−10.10402023	0.0024179140	23	GCAGA **ATTTA** CTAAG
SSBP1	−1.278927643	0.0354741280	Null	/
TDG	−1.93971224	0.0465848560	Null	/
TDP1	−0.378481333	0.0335728650	3	GTGAA **ATTTA** AGTGT
UPF1	−0.239964813	0.0470835640	3	CCTTC **ATTTA** AAGAA
XRCC5	−0.458643659	0.0003235120	2	GAGAA **ATTTA** CTACA

## 4 Discussion

Cancer cells have the characteristic of genomic instability and are usually accompanied by defects in the DDR pathway, making it easier to accumulate more damaged DNA than normal cells [29, 30]. Defects in the DDR pathway have been a prominent feature, with about 10% of primary tumors and 25% of distant metastases in PCa [31, 32]. Clinical practice shows that the development and progression of PCa can be driven by AR activity at all stages of PCa. The most practical treatment option for locally advanced and metastatic PCa is ADT or direct AR antagonism [33, 34]. Although these treatments are initially effective, resistant tumors eventually emerge through multiple mechanisms with no durable therapeutic options [33]. Increasing evidence has revealed that PCa events are closely related to AR‐regulated DDR, and targeting DDR disorder shows an attractive prospect for clinical therapy [30, 33, 34, 35, 36]. However, the biological relevance or precise mechanism between DDR and AR activity is still poorly understood.

This work reports that KHSRP, a multifunctional single‐strand nucleic acid‐binding protein, can be significantly acetylated *in vitro* and *in vivo* (Fig. 1), and SIRT7 is a direct deacetylase of KHSRP (Fig. 2). As reported literature, KHSRP is required for miRNA biogenesis and mRNA decay in cells [15, 16, 17]. KHSRP deficiency can cause multiple physiological abnormalities and even cancer disease [17]. However, we find that the aberrant acetylation of KHSRP is the authentic and intrinsic driver for tumor growth in PCa (Fig. 3A–C), which is also confirmed in PCa patient samples according to the Gleason Score (Fig. 4D,E). Those data reveal that KHSRP acetylation may play a critical role in the development and progression of PCa. More importantly, KHSRP acetylation can either be induced upon the androgen stimuli or depressed by the AR inhibitor (Fig. 5). A possible reason is the alternated binding ability to KHSRP of the deacetylase SIRT7 alone with the AR activity change (Fig. 5H,I). To some extent, these shreds of evidence explain the scientific nature and effectiveness of the androgen deprivation therapy for PCa in clinical. Moreover, the acetylation level of KHSRP in androgen‐independent DU145 cells was significantly higher than that in androgen‐dependent LNCaP cells (Fig. 5D), which seems to indicate that KHSRP acetylation is a necessary factor in PCa occurrence and development and AR activity may function as a regulating switch in this process.

More intriguingly, androgen can stimulate KHSRP acetylation in androgen‐dependent LNCaP cells and even more in androgen‐independent DU145 cells (Fig. 5A–E). It is traditionally considered that DU145 cells do not contain the expression of AR; however, Alimirah et al. [26] reported that DU145 and PC3 cells do not express full‐length AR but express the truncated AR, which could not be recognized by the conventional antibodies. According to our present data, therefore, the truncated AR in DU145 cells may also respond to the androgen stimuli, but the response pattern may differ from that of the full‐length AR in LNCaP cells. Oddly, KHSRP acetylation in another androgen‐dependent 22RV1 cell with full‐length AR still cannot be induced by androgen stimulation (Fig. 5B). The great possibility is that SIRT7 expression is much higher in 22RV1 than in LNCaP or DU145 cells (Fig. 5F), resulting to androgen cannot efficiently induce the KHSRP acetylation. All these hints that SIRT7 may have a tremendous biological link within both androgen‐dependent and ‐independent PCa cells, at least, the SIRT7‐KHSRP‐DDR signaling.

AR signaling in PCa cells has been connected with numerous aspects of DDR pathways, including ATM‐Chk2 regulated signaling for DDR initiation [37], poly(ADP‐ribose) polymerase function [38], and non‐homologous end‐joining recombination [28]. Alterations in DDR pathways are thought to be associated with the risk of PCa development, progression, and aggressiveness [30]. DDR defects have been applied for the common treatment in patients with advanced ovarian cancer, like Platinum‐based therapies combined with Paclitaxel, which is aimed to cause DNA inter‐ and intra‐strand crosslinks, and the defective DDR system cannot repair such damage [39]. The inhibitor of PARP, an essential gene in the DDR pathway, has also been approved to treat BRCA1/2 deficient PCa [12]. In this present study, we revealed that KHSRP acetylation involves a significant DDR response and could specifically down‐regulate the expression of DDR‐relative genes (e.g., PARP1, CHEK1, FANCI, RAD21, and RAD54B) (Fig. 6D). 

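All 5 genes had lower mean counts in KHSRP-K205R than in KHSRP-WT, and none passed an adjusted p of 0.05 from edgeR. PARP1 (ENSG00000143799), which builds poly(ADP-ribose) at DNA breaks, spans 226360210 to 226408154 on chromosome 1 of GRCh38. It was 334 ± 6.22 CPM (SD, n = 3 libraries) in KHSRP-K205R and 363 ± 2.46 CPM in KHSRP-WT, a log2 fold change of −0.12 (standard error 0.0256, adjusted p = 0.0718 from edgeR and 0.0062 from DESeq2). The checkpoint kinase gene CHEK1 (ENSG00000149554), at 125625163 to 125676255 on chromosome 11, was 9.2 ± 0.407 and 12.1 ± 1.43 CPM (−0.39, standard error 0.103, adjusted p = 0.162 from edgeR and 0.0302 from DESeq2). RAD54B (ENSG00000197275), a recombination helicase gene at 94371960 to 94475115 on chromosome 8, was 3.41 ± 0.339 and 5.81 ± 1.07 CPM (−0.77, standard error 0.21, adjusted p = 0.182 from edgeR and 0.0247 from DESeq2). FANCI (ENSG00000140525), of the Fanconi anemia core reaction, at 89243945 to 89317261 on chromosome 15, was 32.7 ± 1.64 and 40.1 ± 3.69 CPM (−0.30, standard error 0.0962, adjusted p = 0.282 from edgeR). The cohesin gene RAD21 (ENSG00000164754), at 116845934 to 116874776 on chromosome 8, was 86.2 ± 2.73 and 92.9 ± 1.51 CPM (−0.11, standard error 0.037, adjusted p = 0.325 from edgeR). In each of the 5 genes every KHSRP-K205R library lay below every KHSRP-WT library. Libraries did not overlap, in either direction, in 17.1% of all tested genes. The study chose these genes on the same samples, so their direction and separation are not independent evidence. In the control line the means were 324 ± 4.3 CPM for PARP1, 8.63 ± 0.85 CPM for CHEK1, 3.68 ± 1.2 CPM for RAD54B, 21.7 ± 2.79 CPM for FANCI and 83.7 ± 2.72 CPM for RAD21. Over the alternatives the highest adjusted p was 0.246 for PARP1, 0.392 for CHEK1, 0.424 for RAD54B, 0.557 for FANCI and 0.595 for RAD21.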

Since KHSRP acetylation can respond to androgen stimuli or AR activity (Fig. 5), we believe that KHSRP acetylation may play a critical regulatory role in the AR‐mediated DDR and is required for tumor growth in PCa.

KHSRP is an essential regulator of precursor miRNA processing, but we did not observe the miRNA alteration resulting from KHSRP acetylation (Fig. S4). Alternatively, KHSRP acetylation mainly impairs its mRNA decay function and tends to regulate the expression of specific genes by impeding the bind with the AREs in the 3′‐UTR regions of the DDR‐related genes (Fig. 6C and Table 1), which is because the deacetylation on KHSRP can enhance its affinity to the specific mRNAs or the ability to recognize and decay mRNA substrates (Fig. 6K).

## 5 Conclusions

Our study found that KHSRP acetylation as a downstream regulator of AR can widely promote the expression of DDR‐related genes, especially the AREs‐containing genes, to drive tumor growth in PCa (Fig. 7). This study sheds light on a novel insight into KHSRP biology to deeply comprehend the mechanism of PCa development, and it provides an attractive strategy for PCa treatment, particularly castration‐resistant PCa, targeting KHSRP acetylation in the AR‐mediated DDR pathway.

**Fig. 7:**
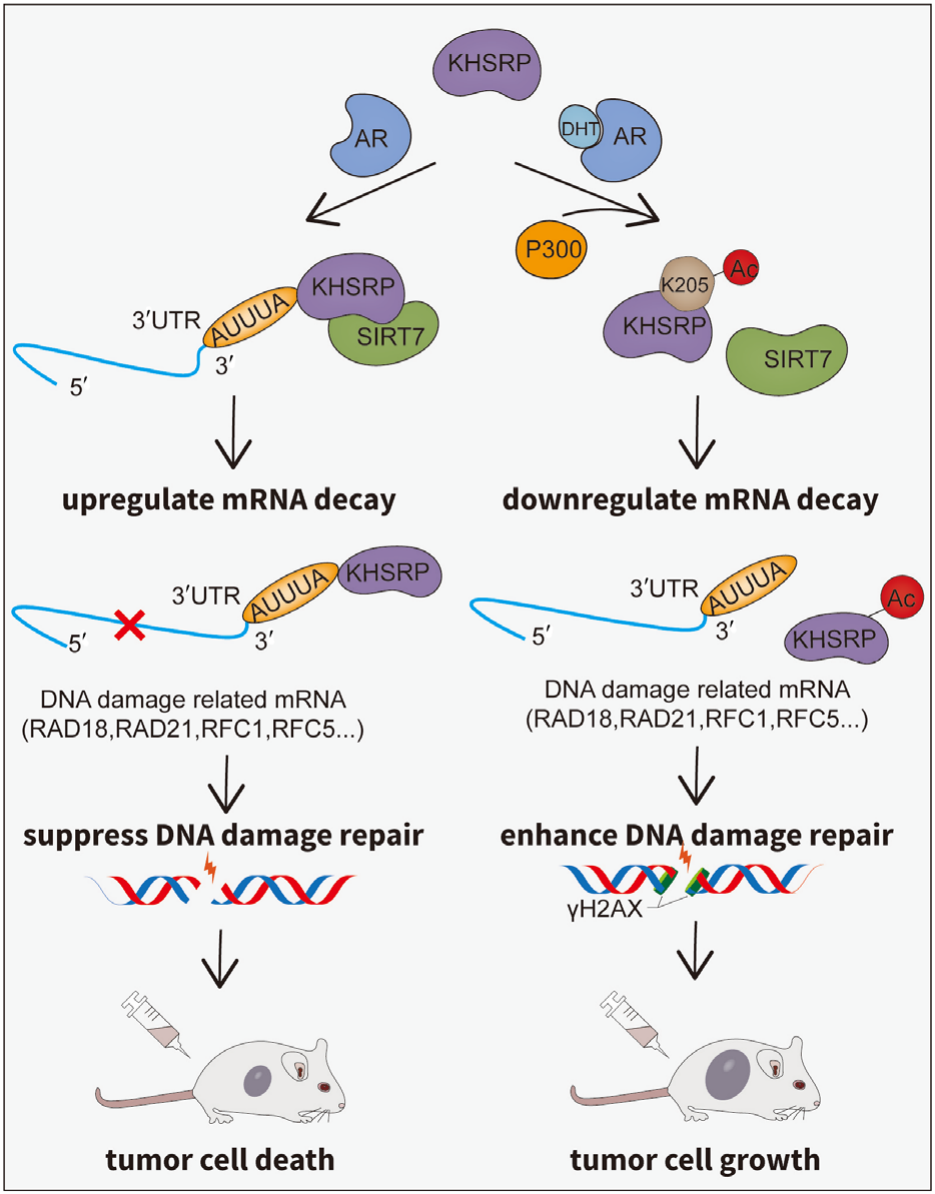
A model depicting the regulatory role of KHSRP acetylation in prostate cancer (PCa). In general, KHSRP, under the regulation of deacetylase SIRT7, maintains a relatively low acetylation level and feasibly decays the mRNAs of DNA damage response (DDR) genes to weaken the DNA repair ability, resulting in the death of PCa cells. The interaction between KHSRP and SIRT7 is attenuated due to some disorder factors such as androgen receptor (AR) activation in PCa, which leads to acetylated KHSRP being disabled to efficiently attach the adenine uridine (AU)‐rich elements (AREs) in the 3′‐UTR region of DDR genes to exert mRNA decay function and finally promotes the tumorigenesis of PCa cells. This study reveals a new mechanism of AR‐mediated DDR in PCa and provides novel insight into KHSRP biology and a potential therapeutic strategy for castration‐resistant PCa.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

HY and RC performed most of the experiments and wrote the manuscript; BC and QW helped with all experiments and contributed to the implementation and interpretation of the results; MW, JA, and WA analyzed the RNA‐seq data; YT helped with the Animal Xenograft experiment; JY gave the academic suggestion and technical guidance. MX and HY designed and guided the whole study; MX, BJ, YZ, and HY contributed to the project implementation, discussion of the results, providing the ethics committee approval, and responding the peer‐review comment; MX is responsible for manuscript revision, editing, and final draft; All authors read and approved the final manuscript.

### Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/1878‐0261.13634.

## Supporting information

**Fig. S1.** Nine sites of KHSRP acetylation were identified by mass spectrometry.

**Fig. S2.** Identification of the specificity of the homemade anti‐KHSRP‐K205‐Ac antibody.

**Fig. S3.** Identification LNCaP stable cell lines.

**Fig. S4.** KHSRP acetylation has no significant impact on miRNA biogenesis.

**Fig. S5.** The mRNA decay assay on DNA damage response‐related genes.

**Table S1.** All primers or oligonucleotides were used in this study.
**Table S2.** Common gene list between KHSRP acetylation‐regulated genes and dihydrotestosterone (DHT)‐induced genes in LNCaP cells.

## Data Availability

All data or datasets used and analyzed in this study are available on reasonable requirements from the corresponding authors.

# Supplementary material for: Acetylated KHSRP impairs DNA‐damage‐response‐related mRNA decay and facilitates prostate cancer tumorigenesis
**Source:** Mol Oncol. 2024 Mar 19;18(9):2314–30. doi: 10.1002/1878-0261.13634
**Supplement:** Supplementary file 6 — Table S1. All primers or oligonucleotides were used in this study. Table S2. Common gene list between KHSRP acetylation‐regulated genes and dihydrotestosterone (DHT)‐induced genes in LNCaP cells.

**Table S1. All primers or oligonucleotides were used in this study.**

**Table S2. Common gene list between KHSRP acetylation-regulated genes and DHT-induced genes in LNCaP cells.**

| Symbol | KR_vs_WT_log2FoldChange | DHT-Gene | DHT_log2FoldChange |
| --- | --- | --- | --- |
| ALKBH2 | -1.034692048 | ALKBH2 | 0.40 |
| APTX | -0.784623032 | APTX | 0.33 |
| CCNH | 0.356188608 | CCNH | 0.67 |
| CHEK1 | -0.687565841 | CHEK1 | 0.79 |
| FANCI | -1.561488453 | FANCI | 1.22 |
| FANCM | 1.742485605 | FANCM | 0.60 |
| GTF2H1 | 0.956372069 | GTF2H1 | 0.28 |
| MAD2L1 | -0.381103256 | MAD2L1 | 1.24 |
| MBD4 | -2.105604939 | MBD4 | 0.32 |
| MCM7 | -2.771812223 | MCM7 | 0.88 |
| MLH1 | 0.88303597 | MLH1 | 0.40 |
| MSH5 | -2.113645974 | MSH5 | 0.68 |
| MSH6 | 1.168448181 | MSH6 | 0.54 |
| NAE1 | 2.803651241 | NAE1 | 0.36 |
| PARP1 | -0.25392718 | PARP1 | 0.46 |
| POLA1 | 1.385551925 | POLA1 | 0.73 |
| POLD2 | -0.825922184 | POLD2 | 0.61 |
| POLR2F | 1.818277029 | POLR2F | 0.47 |
| POLR2I | -0.310788894 | POLR2I | 0.36 |
| RAD18 | -2.433783266 | RAD18 | 0.86 |
| RAD21 | -0.20923922 | RAD21 | 0.50 |
| RAD51AP1 | -3.245648393 | RAD51AP1 | 1.27 |
| RAD51C | 1.491723116 | RAD51C | 0.81 |
| RAD54B | -1.693269106 | RAD54B | 0.99 |
| RECQL | -0.242384411 | RECQL | 0.47 |
| RFC1 | -1.08034092 | RFC1 | 0.39 |
| RFC3 | -0.352778699 | RFC3 | 1.04 |
| RFC4 | 1.987856491 | RFC4 | 0.87 |
| RFC5 | -0.888966593 | RFC5 | 0.87 |
| RIF1 | -10.10402023 | RIF1 | 0.59 |
| RRM1 | 2.639894971 | RRM1 | 0.85 |
| SSBP1 | -1.278927643 | SSBP1 | 0.36 |
| TDG | -1.93971224 | TDG | 0.33 |
| TDP1 | -0.378481333 | TDP1 | 0.25 |
| UPF1 | -0.239964813 | UPF1 | 0.40 |
| WDR33 | 2.881714058 | WDR33 | 0.28 |
| XRCC5 | -0.458643659 | XRCC5 | 0.34 |
| XRCC6 | 0.731371245 | XRCC6 | 0.37 |

**Supplemental Figure legends**

**Fig.S1 Nine sites of KHSRP acetylation were identified by mass spectrometry.** HEK-293T cells were transfected with Flag-KHSRP for 36 hours before harvesting. The recombinant Flag-KHSRP protein was immunoprecipitated with the anti-Flag antibody and resolved in SDS-PAGE for Coomassie staining. The band of Flag-KHSRP was cut for the mass spectrometry analysis.

**Fig.S2 Identification of the specificity of the homemade anti-KHSRP-K205-Ac antibody.** The homemade anti-KHSRP-K205-Ac antibody successfully detected the acetylated KHSRP peptide rather than the unmodified peptide by the dot-blotting analysis.

**Fig.S3 Identification LNCaP stable cell lines.** (a) The expression levels of HA-KHSRP and endogenous KHSRP of LNCaP stable cell lines were detected by immunoblotting with indicated antibodies. (b) LNCaP cells harboring HA-KHSRP-WT were treated with DMSO or 100 nM DHT for 24 hours. Cell lysates were immunoprecipitated with anti-SIRT7 or normal rabbit IgG. The immunoprecipitates were resolved in SDS-PAGE and detected with indicated antibodies by western blotting.

**Fig.S4 KHSRP acetylation has no significant impact on miRNA biogenesis.** RNA sequencing data of differentially expressed miRNA genes between cell lines expressing KHSRP-WT and KHSRP-K205R were utilized for the volcano plotting.

**Fig.S5 The mRNA decay assay on DDR-related gene. (a-l)** LNCaP cells were treated with Actinomycin D (5μg/ml) for 2 hours before time 0. Subsequently, LNCaP-KHSRP-WT/KR cells treated with Actinomycin D for an additional 0, 8, 16, and 24 hours were collected for the qRT-PCR analysis. The expression level of each gene at each time point was presented as a remaining percentage compared with time 0. Data was plotted using GraphPad Prism by one-phase decay mode of non-linear regression (curve fitting). The data are presented as mean ± SD with t‐test analysis from three independent experiments, **p* < 0.05, ***p* < 0.01, ****p* < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

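Messenger RNA and small RNA were sequenced in 4 stable LNCaP lines, namely a vector control, a KHSRP knockdown by a short hairpin RNA, and the knockdown with HA-tagged KHSRP-WT or KHSRP-K205R re-applied, with 3 libraries per line and kind of RNA (12 libraries each). Each library was assigned to its line by the labels and the methods. For the miRNA libraries titled KHSRP-K205R, another field of the labels names KHSRP-WT, and the title was used.

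The authors made paired reads of 150 bases, mapped the reads of mRNA with STAR to hg38 with the Ensembl 111 annotation, and deposited raw counts per gene, 1 column per library, with no normalization. The submitters' processing notes name STAR and StringTie without versions. The counting tool, its strand setting and the small RNA protocol are not given in the sources used here. The deposited small RNA values are raw counts per miRNA row, and 242 of the 544 names have a pair of rows without the 5′ or 3′ arm. Of the 61483 rows of the mRNA table, 60295 were matched to gene names of GENCODE 44 (GRCh38), which hold 95.6% of counts. A further 269 Ensembl identifiers were unmatched and keep their identifier, and 919 assembled loci without a gene name hold 4.32% of counts. All of these rows entered the library sizes and the test. Of the 786 miRNA rows, 11 carry no human miRNA name. Without a known strand setting, reads of overlapping genes on opposite strands cannot be told apart.

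The counts were used as deposited. With R 4.3.3 and edgeR 4.0.16, rows with low counts were removed by filterByExpr on the 4 groups, which left 29628 genes (of 46374 with a count) and 357 miRNA rows. TMM factors were computed, and a quasi-likelihood model of all 12 libraries with 1 mean per line was fitted (glmQLFit and glmQLFTest), with a common dispersion of 0.0352 for mRNA and 0.0266 for miRNA. The comparisons were K205R against WT, knockdown against control, and WT against knockdown, each at a Benjamini-Hochberg adjusted p under 0.05. The study's thresholds, an unadjusted p of 0.05 or less and an absolute log2 fold change of 0.2 or more, were applied to the same fit. CPM values are per library after TMM scaling, and a prior count of 2 was added for log2 CPM. With 3 libraries per line, the precision of each value is set by the spread between them. The total counts per library were 57430937 to 69013002 for mRNA and 8425060 to 17765556 for miRNA.

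A total of 28 gene lists were tested with camera from limma 3.58.1, at a correlation of 0.01 between genes and with Benjamini-Hochberg adjustment over the lists of a comparison. They are the 25 genes of Table 1, its genes with and without AREs, the 13 genes of Table S2 that are higher in K205R, homologous recombination, mismatch repair, base excision repair, Fanconi anemia, nucleotide excision repair, non-homologous end joining, DNA replication, DNA damage signalling and p53 targets, cell cycle and proliferation, androgen-regulated genes, AU-rich mRNAs, mRNA decay and miRNA processing machinery, sirtuins and acetylation enzymes, interferon-stimulated genes, the unfolded protein response and ATF4 targets, cholesterol and fatty acid synthesis, hypoxia and glycolysis, luminal prostate, basal epithelial, neuroendocrine, mesenchymal and fibroblast, and blood cell markers, mitochondrially encoded mRNAs, and cytosolic ribosomal proteins. For miRNAs the lists are KHSRP-dependent, androgen-regulated and p53-induced miRNAs, the miR-17-92 clusters and the miR-200 family. Lists overlap, since genes of Table 1 and of the Fanconi anemia pathway also stand in other repair lists.

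The text names, for each comparison, up to 10 genes with the highest and 10 with the lowest log2 fold change among those past the adjusted p, with a mean of at least 5 CPM in 1 of the groups and no overlap between the libraries of both groups. It also names KHSRP, SIRT7 and EP300, the 38 genes of Table S2, whose values in the paper had been seen, and up to 4 members of each list with the smallest p. For miRNAs the rule took 5 each way at 50 CPM or more. Other members are named where a list had few calls, after their values were seen. Some genes that this rule takes are not reported here.

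AREs were counted as ATTTA in the longest annotated 3′-UTR of each gene in GENCODE 44. Genes with and without were compared by a permutation test with 100000 resamples within deciles of 3′-UTR length, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

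The tests were tested on simulated counts with the means, dispersions and library sizes of the real comparison of K205R and WT, in which 200 of 29067 genes were changed. There edgeR recovered 71.7% of genes with a log2 change of 1 and 93.1% of those with 2, and 2.99% of its calls were false. DESeq2 1.42.0 recovered 84.1% and 96.6%, and 21.1% of its calls were false (14.7% to 21.5% over 3 draws with a dispersion per gene and 12% to 15.5% with a constant one, against 2.79% to 5.29% for edgeR over the 6 draws). For the miRNA comparison of K205R and WT, 40 of 351 rows were changed, both tools recovered 80% at a log2 change of 1 and 100% at 2, and 10.3% of calls were false. The alternatives were DESeq2, RLE size factors, no filter on low counts, only the 6 libraries of a comparison, the replicate number as a block, each library left out in turn, a stricter threshold, counts summed per miRNA family, an estimated correlation or fry for the lists, and other definitions of AREs.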

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

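The tests on dividing cells, on library scaling, on the level of re-applied KHSRP and on the handling of the control line, and the comparisons of WT or K205R with control and of K205R with the knockdown, were chosen after the results were seen.

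The paper reports no genome-wide comparison of the knockdown line with the control line or of KHSRP-WT with the knockdown. In these data edgeR called 2228 genes in the knockdown against control, with 1047 higher and 1181 lower at an adjusted p under 0.05, and 187 genes in KHSRP-WT against the knockdown, with 103 higher and 84 lower. The counts in miRNAs were 8 rows in the knockdown against control (6 higher, 2 lower) and 5 in KHSRP-WT against the knockdown (2 higher, 3 lower). With any 1 of its 6 libraries left out, the knockdown against control had 701 to 895 genes higher and 763 to 1022 lower, KHSRP-WT against the knockdown 48 to 66 higher and 37 to 51 lower, and the miRNA rows 3 to 7 higher and 0 to 2 lower in the former and 0 to 1 each way in the latter. A comparison of 3 libraries with 3 has 10 splits, too few for a share under 0.05. The highest count of any other split was 4 for the 2228 genes, 4 for the 187 genes, 0 for the 8 rows and 0 for the 5 rows, so that in each case 1 split, the real one, gave a count as large. For K205R against WT the real and the highest other value were 212 and 9 genes at an adjusted p under 0.05 and 2145 and 1119 at the study's thresholds. They were 7 and 1 genes of Table 1 at those thresholds, counted in the direction that held more of them (lower in the real split), and 12 and 5 gene lists. Again 1 split was as large in each case. For miRNAs they were 0 and 1 rows, with 10 of 10 splits at or above the real one. The study chose the genes of Table 1 on the real split, so their count there is not independent evidence.

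The list of cell cycle and proliferation, which the paper does not discuss, had 13 of 30 genes lower in KHSRP-K205R than in KHSRP-WT, and the 127 measured members of the lists of homologous recombination, mismatch repair, base excision repair, Fanconi anemia and DNA replication had a median log2 fold change of −0.048 there. If AREs set the decay of these mRNAs, members with ATTTA should lie lower, but their median was −0.0367 (87 genes) against −0.0862 without (40 genes), a difference of 0.0495 whose interval of −0.0263 to 0.122 holds 0 (bootstrap with 10000 draws; two-sided permutation p = 0.239), so this stays open. A smaller share of dividing cells is a candidate explanation. The members' values ran against those of the knockdown and control lines, which share no library with this comparison (Spearman rho −0.402 across genes, permutation p = 1e-05, the smallest the resamples can give, Pearson −0.498, rho −0.094 over all genes). But this test cannot separate that explanation from an action of KHSRP on the decay of these mRNAs. Such decay, lost in the knockdown and stronger in KHSRP-K205R, would give the same sign. A wrong library factor moves all genes alike, so it would not set the members apart from other genes. With RLE factors the median of the members (−0.0473) differed from that of the 29501 other tested genes by −0.0497 (95% interval −0.0874 to −0.0162, bootstrap over genes with 10000 draws, which takes genes as independent). That difference does not depend on the factor and restates the shift of the lists. An earlier bound of −0.05 on the members' median alone was narrowly missed and then replaced. Whether the acetylation of KHSRP acts on these mRNAs directly or through the growth of the line was not tested with these counts, and the paper reports its own assays of mRNA decay, of RNA binding and of growth. In its growth assays KHSRP-K205R lay below KHSRP-WT, and re-applied KHSRP-WT reduced the growth gained by silencing. The cell cycle list, by contrast, had a higher mean log2 CPM in KHSRP-WT (3.62) than in the knockdown (3.23), so it did not follow the order of growth there.

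Re-applied KHSRP-WT did not bring the knockdown line back to the profile of the control line, against which it had 1569 genes higher and 1735 lower, and of the 2228 genes changed by the knockdown 1071 (48.1%) had the opposite sign in KHSRP-WT against the knockdown, with 55 higher in both and 12 higher and then lower (3.64 and 2.97 by n1 × n2 / N, which leaves out the shared libraries). Both comparisons hold the knockdown libraries, from which part of the opposite signs may come (89% in 5 simulated draws without any effect, which is not the share for genes with real changes; covariance of fold changes −0.1 against a simulated −0.0912, a difference of −0.0091). KHSRP mRNA was not below control in KHSRP-WT, with a log2 fold change of 0.73 (standard error 0.0367, adjusted p = 5.76e-07 from edgeR). This argues against too little KHSRP mRNA as the explanation. The counts do not measure KHSRP protein, and neither too little protein nor a level above control was tested as an explanation. Sites for the seed of the hairpin in other mRNAs may contribute, because the 2733 genes with a site lay lower in the knockdown than 98 of 100 control sites of 7 bases, though by only −0.00241 against a control median of 0.00774. The control libraries stood 57.7 apart from the others on the first principal component, which held 16.6% of the variance, and handling of that line cannot be told apart from the knockdown because both differ between the same libraries.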

How the results depend on the processing

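Every alternative in this part was planned. Over 168 results (31 of them counts or tests that answer a comparison) the alternatives gave 1829 values, of which 1543 kept their direction and side of the threshold or stayed within 1.5 times, 84 moved further, 170 were no longer past the threshold, 13 came past it and 19 changed sign. The cause of a change was not tested, apart from the smaller number of libraries where some were left out. Among single genes, RIF1 in K205R against WT changed sign. Its log2 fold change was −0.00387 to 0.0139 with a library left out, namely −0.00387 without KHSRP-K205R replicate 1, −0.00182 without its replicate 2, −0.000609 without KHSRP-WT replicate 1 and −0.00387 without its replicate 3. POLR2F (−0.000352) was 0.000381 by DESeq2, 0.000331 with RLE factors, 0.000962 without a filter and −0.0959 to 0.0529 with a library left out, above 0 without KHSRP-K205R replicate 1 (0.0369) or 2 (0.0529) or KHSRP-WT replicate 1 (0.0213). With a library left out, other genes of Table S2 also changed sign. APTX was −0.0414 to 0.0155, above 0 without KHSRP-K205R replicate 3 (0.0155) or KHSRP-WT replicate 2 (0.00398). Without KHSRP-K205R replicate 2 MBD4 was 0.0146 (range from −0.19) and GTF2H1 0.0084 (range from −0.0781). NAE1 was 0.0279 without KHSRP-K205R replicate 3 (range from −0.065), POLR2I 0.0083 without its replicate 1 (range from −0.0861) and POLD2 0.0108 without KHSRP-WT replicate 1 (range from −0.12). The row of let-7c with more counts was −0.0765 to 0.35, below 0 without 1 of the KHSRP-K205R libraries. All of these genes and rows had an adjusted p over 0.05 in every alternative. Of 822 values of single genes and miRNA rows with a library left out 131 were no longer past the threshold, as were 18 of 137 in a model of 6 libraries, 14 of 137 with the replicate block and 6 of 137 without a filter on low counts, which added 3, while DESeq2 added 10 of 134 and RLE factors changed 1 of 137, the sign of POLR2F.

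For K205R against WT, the count higher and lower (79 and 133) was 239 and 321 by DESeq2, of whose calls 12% to 21.5% were false in 6 draws of simulated counts for this comparison (2.79% to 5.29% for edgeR), 22 and 83 in a model of the 6 libraries, 4 and 8 with an absolute log2 fold change of 1 or more as well, and 35 to 50 and 76 to 86 with a library left out. RLE factors gave 81 and 133 and no filter 59 and 98. At the study's thresholds, the counts of 1051 and 1094 were 976 to 1135 and 1019 to 1145 with a library left out, 987 and 1046 by DESeq2, 915 and 1026 by DESeq2 on the 6 libraries without a filter as the methods state, and 4 and 8 with the stricter threshold. Of the genes of Table 1, 0 were lower at an adjusted p under 0.05 in all alternatives except DESeq2, which called 5. For the knockdown against control, the counts of 1047 and 1181 were 595 and 658 in a model of 6 libraries and 701 to 895 and 763 to 1022 with a library left out. For WT against knockdown, the counts of 103 and 84 were 299 and 286 by DESeq2, 67 and 33 in a model of 6 libraries, and 48 to 66 and 37 to 51 with a library left out.

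The counts of miRNA rows higher and lower were, for K205R against WT, 2 and 1 by DESeq2 and 10 and 2 without a filter, against 0 and 0 in all other alternatives run. For the knockdown against control they were 11 and 11 by DESeq2, 12 and 9 without a filter, 3 to 7 and 0 to 2 with a library left out, and 4 lower with counts summed per family. For WT against knockdown they were 5 and 6 by DESeq2, 7 and 9 without a filter, 9 and 10 in a model of 6 libraries, and 0 to 1 each way with a library left out.

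Of the gene lists, 3 were higher and 9 lower in K205R against WT, and 0 and 8 with an estimated correlation. In WT against knockdown 4 were higher and 4 lower, with 1 lower under an estimated correlation and 10 higher by fry, which does not compare a list with other genes. Base excision repair in K205R against WT had an adjusted p of 0.00537 to 0.0987 with a library left out, past 0.05 only without KHSRP-K205R replicate 1. The difference between genes with and without ATTTA in the knockdown against control (0.00518, p = 0.315) was −0.000277 for TATTTAT (two-sided permutation p = 0.951).

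The replicate numbers did not pair the mRNA libraries, since deviations from the group means of libraries with the same number correlated by −0.0446 to 0.0198 and 0 of 12 libraries correlated best with its own number. With the replicate block, K205R against WT had 35 genes higher and 77 lower, knockdown against control 860 and 944, and WT against knockdown 53 and 34. The miRNA columns bear the same numbers in their names, though the labels of the miRNA libraries give other titles, and did not pair by them (correlations of −0.284 to 0.174, 1 of 12 best with its own number). With that number as a replicate block, the miRNA rows higher and lower were 0 and 0 in K205R against WT, 5 and 0 in knockdown against control, without miR-192 (adjusted p = 0.0584), miR-126 (0.084) and miR-1296 (0.0621), and 2 and 3 in WT against knockdown.

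The recovery of changed genes was not split by depth, and all changed genes had a mean of at least 1 CPM. In simulated counts for K205R against WT, edgeR missed part of the changed genes, with 71.7% recovered at a log2 change of 1 and 93.1% at 2.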

Differences from the paper's values

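The thresholds and gene lists compared here are the paper's own, and the rank correlation with its values was chosen after the results were seen. The paper gives log2 fold changes of KHSRP-K205R against KHSRP-WT for 38 DDR genes in Table S2, of which 37 are compared one by one here, and speaks of differential transcripts, while the deposited values used here are counts per gene. Its values were larger in size than those here in all 37 genes (median size 1.17 in the paper and 0.107 here), 29 had the same sign and 8 the opposite sign, and across genes they had a Spearman rho of 0.286 (two-sided permutation p = 0.0874), so that no change of log base or direction brings them onto 1 scale. For 34 genes the difference was larger than the spread between replicates. The other 3, for which it was not, are MAD2L1, RECQL and RFC3. None of the 12 alternatives set before the data were examined brought a value within that spread of the paper's, except for MSH6 without KHSRP-WT replicate 3.

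Lower in both were 21 of the 34 genes. The paper's values were −1.03 for ALKBH2 (−0.45 here), −0.78 for APTX (−0.0123 here), −0.69 for CHEK1 (−0.39 here) and −1.56 for FANCI (−0.30 here). It lists −2.11 for MBD4 (−0.0925 here), −2.77 for MCM7 (−0.13 here), −2.11 for MSH5 (−0.0734 here) and −0.25 for PARP1 (−0.12 here). Further values of the paper were −0.83 for POLD2 (−0.0573 here), −0.31 for POLR2I (−0.0374 here), −2.43 for RAD18 (−0.0398 here) and −0.21 for RAD21 (−0.11 here). The table also has −3.25 for RAD51AP1 (−0.56 here), −1.69 for RAD54B (−0.77 here), −1.08 for RFC1 (−0.0386 here) and −0.89 for RFC5 (−0.17 here). Others in the paper were −1.28 for SSBP1 (−0.026 here), −1.94 for TDG (−0.12 here), −0.38 for TDP1 (−0.0929 here) and −0.24 for UPF1 (−0.085 here). The rest of these values were −0.46 for XRCC5 (−0.0661 here).

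Higher in both were 5 genes. The paper gave 0.36 for CCNH (0.20 here) and 1.17 for MSH6 (0.48 here). Beside these it gave 1.39 for POLA1 (0.0585 here), 2.88 for WDR33 (0.0103 here) and 0.73 for XRCC6 (0.0209 here). Of opposite sign were 8 genes. The paper's log2 fold change was 1.74 for FANCM (−0.19 here), 0.96 for GTF2H1 (−0.0329 here), 2.80 for NAE1 (−0.0268 here) and 1.82 for POLR2F (−0.000352 here). It was further 1.49 for RAD51C (−0.27 here), 1.99 for RFC4 (−0.14 here), −10.10 for RIF1 (0.00295 here) and 2.64 for RRM1 (−0.12 here).

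All 38 genes of Table S2 passed the paper's thresholds, an unadjusted p of 0.05 or less and an absolute log2 fold change of 0.2 or more, and 8 did here (7 to 9 over the alternatives, 9 without KHSRP-K205R replicate 3). Of the 25 genes of Table 1, all 25 were lower past these thresholds in the paper and 7 here (6 to 8 over the alternatives), and all 25 had a p of 0.05 or less in the paper and 11 here (8 to 13). The highest values, 8 and 13, were those without KHSRP-WT replicate 1. No alternative, including DESeq2 on the 6 libraries without a filter as the methods state, reached the paper's counts. The text of the paper gives 78% of the 25 genes AREs, its Table 1 lists them for 18 (72%), and 19 (76%) held ATTTA here. Of the 18 genes 12 had the same number of ATTTA in the longest annotated 3′-UTR as Table 1 lists and 6 another number, with a ratio over 1.5 in CHEK1 and PARP1. The paper's Table 1 gives CHEK1 1 ARE and PARP1 1, and ATTTA occurred 9 times in the longest annotated 3′-UTR of CHEK1 and 2 times in that of PARP1, with the same counts over any annotated 3′-UTR and 2 and 0 for TATTTAT.

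The paper counts RIF1 among the genes lower in KHSRP-K205R, and its log2 fold change here was 0.00295, while the other 24 genes of Table 1 lay below 0. It gives 13 genes as higher in KHSRP-K205R. Here 6 of the 13 lay above 0 and 0 passed the paper's thresholds as higher, while CCNH passed them without KHSRP-K205R replicate 2 or 3 and CCNH and MSH6 without KHSRP-WT replicate 3. Table 1 lists no ARE for TDG, and its longest annotated 3′-UTR held 7 ATTTA. In its discussion (Fig. 6D) the paper proposes that acetylation can lower PARP1, CHEK1, FANCI, RAD21 and RAD54B, while its results place them lower in the deacetylated K205R line. Here they had log2 fold changes of −0.12, −0.39, −0.30, −0.11 and −0.77 in KHSRP-K205R against KHSRP-WT.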

Other observations

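The tests on genes whose libraries lie at separate levels, the comparisons of WT or K205R with control and of K205R with the knockdown, and the comparisons of fold changes between line pairs were chosen after the results were seen, as was the naming of members of lists with few calls.

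The knockdown line had higher mRNA levels of the cell cycle and of interferon-stimulated genes than control, and lower levels of stress response and ribosomal protein genes. These lists lay on the same side of control in KHSRP-WT, with medians of 1.13, 0.244, −0.265 and −0.25 in that order. KHSRP mRNA was above control in that line (log2 fold change 0.73), so the shifts cannot be credited to the loss of KHSRP alone. In the knockdown line UGT2B15, an androgen-inactivating glucuronosyltransferase, was 71.6 ± 2.09 CPM against 20.9 ± 0.768 CPM in control (SD, n = 3 libraries; log2 fold change 1.78, adjusted p = 3.91e-09 from edgeR), and UGT2B11 24.6 ± 0.91 against 5.16 ± 0.189 CPM (2.26, adjusted p = 1.02e-08). The intermediate filament gene VIM rose by 1.58 (adjusted p = 1.89e-07), while the collagen COL12A1 fell by 1.91 (adjusted p = 4.13e-08) and RELN fell by 1.30 (adjusted p = 3.49e-08). Of 30 cell cycle genes 24 were higher and 0 lower (27 higher when adjusted over the list alone; median 0.73; camera adjusted p = 2.24e-28, and 8.85e-05 with an estimated correlation), among them CENPF (0.98), TPX2 (0.85) and PLK1 (0.81). The 25 genes of Table 1 had 8 higher and 0 lower (13 higher and 1 lower when adjusted over the list alone, median 0.20, camera adjusted p = 1.15e-05, and 0.00418 with an estimated correlation), 7 of the 8 among the 18 with AREs (8.83e-07) and 1 among the 7 without (0.56). The difference between these sets of unlike size was not tested. Over 14983 genes with a 3′-UTR, those with and without ATTTA did not differ beyond chance here (0.00518 within deciles of length, two-sided permutation p = 0.315). Higher genes stood also in DNA replication (10 of 35, camera adjusted p = 1.15e-05), Fanconi anemia (9 of 51, 9.52e-05), homologous recombination (6 of 37, 0.00101), non-homologous end joining (4 of 13, 0.0131), mismatch repair (3 of 22, 0.00381) and base excision repair (3 of 32, 0.00863), and these calls held with an estimated correlation (highest adjusted p = 0.0391). Adjusted over the list alone the higher genes numbered 18, 13, 10, 5, 10 and 3 in that order, and the lower ones 0, 2, 2, 1, 0 and 0. Of 22 interferon-stimulated genes 6 were higher and 0 lower (9 higher when adjusted over the list alone; median 0.33; camera adjusted p = 8.49e-06, 0.00418 with an estimated correlation), such as the ISG15 ligase HERC5 (1.22, adjusted p = 0.00496 from edgeR). Of 23 genes of the unfolded protein response and ATF4 targets 12 were lower and 1 higher (17 lower and 1 higher when adjusted over the list alone; median −0.21; camera adjusted p = 2.24e-09, 0.00418 with an estimated correlation), such as TRIB3 (−0.49) and DDIT4 (−0.37). Of 40 ribosomal protein genes 13 were lower and 0 higher (24 lower when adjusted over the list alone; median −0.16; camera adjusted p = 4.01e-09, 0.0106 with an estimated correlation).

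Further lists held called genes in the knockdown. Of 30 genes of p53 signalling 8 were lower (1 higher and 8 lower when adjusted over the list alone; camera adjusted p = 0.0203, 0.0391 with an estimated correlation), including SESN2 (−0.41), and of 23 genes of cholesterol and fatty acid synthesis 4 were lower (6 when adjusted over the list alone; 0.0188, 0.0391). Of 30 androgen-regulated genes 8 were lower, such as TMPRSS2 (−0.32), and 4 higher (11 lower and 5 higher when adjusted over the list alone), with a camera adjusted p of 0.0131 (0.0319 with an estimated correlation). Camera's call was lost with an estimated correlation for luminal markers (5 lower with KRT18 at −0.37 and CDH1 at −0.42, 2 higher; adjusted p 0.0203 and then 0.062), hypoxia (3 lower, 1 higher; 0.0394 and then 0.177) and blood cell markers (1 higher, CD14; 0.0476 and then 0.098). The lists of nucleotide excision repair (2 higher, 0 lower), AU-rich mRNAs (4 higher, 1 lower), mesenchymal (3 higher, 1 lower), neuroendocrine and basal markers, mitochondrial mRNAs (0 either way), mRNA decay machinery (1 higher, 2 lower), sirtuins and acetylation enzymes (1 higher, SIRT7 at 0.32, adjusted p = 0.00767 from edgeR) and the genes up in Table S2 (0 either way) had a camera adjusted p from 0.107 to 0.982.

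Cell cycle genes were higher in KHSRP-WT than in the knockdown, while the paper reports that re-applied KHSRP-WT reduced the growth gained by silencing. Of the 30, 7 were higher and 0 lower (22 higher when adjusted over the list alone; median 0.42; camera adjusted p = 5.19e-24, 0.000167 with an estimated correlation), such as PLK1 (0.47, adjusted p = 0.00273 from edgeR). The genes of Table 1 (camera adjusted p = 0.000329, 0.0268 with an estimated correlation), those with AREs (0.00125, 0.0293) and DNA replication (0.00296, 0.0293) had 0 genes past the adjusted p of edgeR, with 5 of Table 1 and 6 of DNA replication higher when adjusted over the list alone. The study chose the genes of Table 1 for lower levels in KHSRP-K205R than in these same KHSRP-WT libraries, so their direction here is not independent evidence. Androgen-regulated genes had 3 lower, among them CENPN and STEAP2 (9 lower and 2 higher when adjusted over the list alone; 0.00327, 0.0293). STEAP2 lost its call without any of the 6 libraries but knockdown replicate 1 (up to 0.0796). Mitochondrial mRNAs (MT-ND2 and MT-ND3 lower, 12 when adjusted over the list alone; camera adjusted p = 8.35e-12), ribosomal proteins (0 called, 7 lower when adjusted over the list alone; 8.44e-05) and basal markers (0.046) had adjusted p of 0.156, 0.0765 and 0.136 with an estimated correlation. MT-ND2 lost its call without KHSRP-WT or knockdown replicate 2 or 3 (up to 0.137), and MT-ND3 without any of the 6 libraries but KHSRP-WT replicate 1 (up to 0.107). The other lists had a camera adjusted p from 0.0653 to 0.859. The mean log2 CPM of the cell cycle list was 2.54 ± 0.0725 in control, 3.23 ± 0.0254 in the knockdown, 3.62 ± 0.0137 in KHSRP-WT and 3.05 ± 0.011 in KHSRP-K205R (SD, n = 3 libraries). UGT2B15 rose further to 127 ± 1.46 CPM (log2 fold change 0.83, adjusted p = 4.41e-06 from edgeR), RELN fell further (−0.53, adjusted p = 0.000179) and the phospholipase PLA2G2A fell by 1.52 (adjusted p = 0.00149), while FUBP1, a paralog of KHSRP, was raised by the knockdown (0.62) and lower with KHSRP-WT (−0.36, adjusted p = 0.00141).

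Against the knockdown, KHSRP-K205R had 16 genes higher and 15 lower at an adjusted p under 0.05 from edgeR, where KHSRP-WT had 103 and 84. KHSRP itself had a log2 fold change of 1.68 in KHSRP-K205R against the knockdown. The cell cycle list had a median of −0.16 in KHSRP-K205R against the knockdown (camera adjusted p = 1.31e-07, 0.0103 with an estimated correlation) and the list of Table 1 of −0.0365 (0.112). The study's choice of Table 1 also used these KHSRP-K205R libraries, so the direction of that list is not independent evidence. Of the 187 genes changed by KHSRP-WT against the knockdown, 178 (95.2%) had the opposite sign in KHSRP-K205R against KHSRP-WT. Both comparisons hold the KHSRP-WT libraries. In 5 simulated draws without any effect the share was 88.8%, which is not the share for genes with real changes. The covariance of fold changes was −0.134 against a simulated −0.0976, a difference of −0.0369, and part of the opposite signs may come from the shared libraries. Genes higher and then lower numbered 54 and lower and then higher 34 (0.462 and 0.224 by n1 × n2 / N, which leaves out the shared libraries and so is not the value without a change). Of the 2228 genes changed by the knockdown, 1523 (68.4%) had the opposite sign in KHSRP-K205R against KHSRP-WT, which share no library with it (49.9% in simulation), with 103 higher and then lower (4.7 by n1 × n2 / N) and 46 lower and then higher (3.15). Against control, KHSRP-WT had 1569 genes higher and 1735 lower, and KHSRP-K205R 950 and 1144.

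In KHSRP-K205R against KHSRP-WT, the lists not described beside the paper's text held 0 to 2 genes past the adjusted p of edgeR. Of 23 genes of the unfolded protein response and ATF4 targets, the cystine transporter SLC7A11 (0.23, adjusted p = 0.00944 from edgeR, 0.051 without KHSRP-K205R replicate 1) and PSAT1 (0.19, adjusted p = 0.0251, lost without any library but KHSRP-K205R replicate 3, up to 0.105) were higher and 0 lower (6 higher and 1 lower when adjusted over the list alone; median 0.0469; camera adjusted p = 0.108). Of 23 genes of cholesterol and fatty acid synthesis 1 was higher, SCD (0.13, adjusted p = 0.0256, lost without any 1 of the 6 libraries, 0.0593 to 0.101; 3 higher when adjusted over the list alone), with a median of 0.07 and a camera adjusted p of 0.0271 (0.0699 with an estimated correlation). Of 12 mesenchymal genes ACTA2 was higher (0.40, adjusted p = 0.0241, lost without any 1 of the 6, 0.0524 to 0.104) and FN1 lower (−0.16, adjusted p = 0.00757, 0.0817 in a model of the 6 libraries), and of 16 sirtuins and acetylation enzymes CREBBP was higher (0.23, adjusted p = 0.0484, lost without any library but KHSRP-WT replicate 1, up to 0.171), with medians of −0.145 and 0.0125 and camera adjusted p of 0.113 and 0.418. Adjusted over the list alone, 1 mesenchymal gene was higher and 2 lower, and 1 of the acetylation enzymes was higher. SIRT7, the deacetylase of KHSRP in the paper, had a log2 fold change of −0.06 (adjusted p = 0.794). Interferon-stimulated genes (median −0.0199, camera adjusted p = 0.259), hypoxia (−0.0256, 0.73), neuroendocrine (0.17, 0.497), luminal (0.0303, 0.389), basal (0.24, 0.224) and blood cell markers (0.0663, 0.821) and mRNA decay and miRNA processing machinery (−0.0196, 0.24) had 0 genes past the adjusted p of edgeR, with 1 neuroendocrine and 1 decay gene lower when adjusted over the list alone.

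Among miRNAs, the knockdown held more miR-199b (log2 fold change 1.22, adjusted p = 0.00082 from edgeR), miR-1248 (1.71, adjusted p = 0.00267), miR-10a (0.69), miR-30a (0.45), miR-30c-2 (0.65) and miR-192 (0.38) and less miR-126 (−0.45) and miR-1296 (−0.63) than control. Of these 8 rows, miR-199b, miR-1248 and miR-10a stayed called with any 1 of the 6 libraries left out, while without 1 of the knockdown libraries the other 5 were lost (highest adjusted p over the libraries 0.0776 for miR-30a, 0.0736 for miR-30c-2, 0.092 for miR-192, 0.145 for miR-126 and 0.122 for miR-1296). The miR-200 family had a camera adjusted p of 0.0329, but 0.919 with an estimated correlation, and the KHSRP-dependent and other miRNA lists 0.715 to 0.909. With KHSRP-WT against the knockdown, miR-221 (0.73) and miR-582 (0.59) were higher and miR-146b (−0.64), miR-1248 (−1.16) and miR-708 (−1.29) lower, and the lists had an adjusted p of 0.847. Without any 1 of the KHSRP-WT libraries, or of 2 of the knockdown libraries, edgeR called 0 of these 5 rows, and without the remaining knockdown library it called miR-221 and miR-146b (highest adjusted p 0.0972 for miR-221, 0.129 for miR-582, 0.0972 for miR-146b, 0.167 for miR-1248 and 0.111 for miR-708).

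Some single genes lay at separate levels within a line, such as MSH6, with 27.9, 40.1 and 69.6 CPM in the 3 KHSRP-WT libraries. Of 6034 genes with a mean log2 CPM over 5, 647 (10.7%) had libraries of a line more than 0.6 apart on the log2 scale. The outlying values did not gather in a single library, since the library with most of them, control replicate 3, held 10.6%. Low quality of several libraries would spread these values, so the shares cannot exclude it. Whether transcripts of a gene were counted differently between libraries stays open. The share was 2.9 times as high in genes with 10 or more annotated transcripts (311 of 2931) as in genes with 1 (14 of 382, two-sided Fisher's exact test, p = 3.65e-06). But the former share, 10.6%, was near the 10.7% over all these genes. So the contrast rests on the low share of genes with 1 transcript (3.66%). Reads shared with an overlapping gene stay open (ratio of shares 1.07, Fisher's exact test, p = 0.421), and no biological explanation was tested.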
